# Impact of genotype, body weight and sex on the prenatal muscle transcriptome of Iberian pigs

**DOI:** 10.1371/journal.pone.0227861

**Published:** 2020-01-28

**Authors:** Consolación García-Contreras, Ole Madsen, Martien A. M. Groenen, Adrián López-García, Marta Vázquez-Gómez, Susana Astiz, Yolanda Núñez, Rita Benítez, Almudena Fernández, Beatriz Isabel, Ana Isabel Rey, Antonio González-Bulnes, Cristina Óvilo

## Abstract

Growth is dependent on genotype and diet, even at early developmental stages. In this study, we investigated the effects of genotype, sex, and body weight on the fetal muscle transcriptome of purebred Iberian and crossbred Iberian x Large White pigs sharing the same uterine environment. RNA sequencing was performed on 16 purebred and crossbred fetuses with high body weight (340±14g and 415±14g, respectively) and 16 with low body weight (246±14g and 311±14g, respectively), on gestational day 77. Genotype had the greatest effect on gene expression, with 645 genes identified as differentially expressed (DE) between purebred and crossbred animals. Functional analysis showed differential regulation of pathways involved in energy and lipid metabolism, muscle development, and tissue disorders. In purebred animals, fetal body weight was associated with 35 DE genes involved in development, lipid metabolism and adipogenesis. In crossbred animals, fetal body weight was associated with 60 DE genes involved in muscle development, viability, and immunity. Interestingly, the results suggested an interaction genotype*weight for some DE genes. Fetal sex had only a modest effect on gene expression. This study allowed the identification of genes, metabolic pathways, biological functions and regulators related to fetal genotype, weight and sex, in animals sharing the same uterine environment. Our findings contribute to a better understanding of the molecular events that influence prenatal muscle development and highlight the complex interactions affecting transcriptional regulation during development.

## Introduction

Intensive swine production relies on commercial breeds highly selected for traits such as rapid growth or reproduction. However, there is also increasing interest in using traditional genotypes for producing high-quality, dry-cured meat products. Local pig breeds usually have not undergone intense genetic selection, are less productive than modern commercial breeds, and are traditionally raised in extensive production systems. Traditional swine usually feature small bodies, long productive cycles, slow growth, high food intake, and high fat deposition, so their meat differs from that of commercial breeds [1]. One of the most representative traditional breeds is the Iberian pig, which is farmed in Spain and Portugal.

Variation in prenatal weight even within the same litter can be a problem for animal viability and farm productivity, especially for breeds with a low uterine capacity such as the Iberian pig [2]. Deficiencies in placental growth or maternal nutrition can reduce the supply of nutrients and oxygen, leading to intrauterine growth restriction (IUGR) [3–5]. IUGR leads to offspring with low birth weight (LBW), which have reduced growth potential, high predisposition to adiposity [6–8], and undesirable changes in meat characteristics, such as greater toughness [9]. LBW offspring are also less healthy at birth and have a higher incidence of intestinal or immune disorders [10–12].

Postnatal performance and meat quality in swine are determined by both genetic and environmental factors, including the prenatal environment. In LBW piglets, epigenetic changes drive prenatal programming to increase survival, causing changes in adiposity as well as in carcass and meat traits [6–8]. Iberian pigs have developed a “thrifty genotype” to adapt to the harsh conditions of exploitation in traditional extensive breeding techniques [13]. These traits include longer production cycles [14]; increased energy accumulation in fat reserves; high levels of leptin circulating in plasma [15–17]; structural and functional variations in the leptin receptor (*LEPR*), which promotes leptin resistance [18]; and gene expression changes in the hypothalamus [19] and muscle [20, 21]. These “thrifty” metabolic traits mean that any alterations in prenatal environment may affect Iberian pigs more extensively than lean commercial breeds.

Prenatal muscle development is an important factor determining postnatal growth and carcass characteristics because the number of myofibers is fixed at birth, with postnatal muscle growth occurring only through myofiber hypertrophy [22–24]. In pigs, myogenesis occurs in two waves of myoblast proliferation and fusion: primary muscle fibers form from day 30 to 60 of embryonic development, while secondary fibers form from day 54 to 90 [25–27]. While the number and size of primary myotubes depends largely on genetic factors, secondary myotube formation is highly sensitive to maternal nutrition [28]. Prenatal intramuscular adipogenesis influences postnatal intramuscular fat accumulation, which is one of the most important parameters affecting meat quality. Iberian pigs have more oxidative muscle fibers, which is associated with more intramuscular fat and better meat quality than the meat of lean pig breeds such as Large White [29, 30].

Prenatal gene expression variations associated with muscle development and growth have been studied in many different pig breeds [27, 31–35]. In the Iberian pig, however, only postnatal transcriptomic analyses have been performed, which compared expression profiles between purebred Iberian pigs and crossbred Iberian x Duroc animals [20, 21, 36]). Characterizing gene expression patterns during prenatal muscle development enables a better understanding of the molecular basis of metabolic differences between traditional and commercial breeds, and between animals with low or high prenatal growth.

In this study, we aimed to determine the role of fetal genotype, weight, and sex on the transcriptomic profile of loin muscle. We studied two genotypes (purebred Iberian and crossbred Iberian x Large White), produced in one maternal environment (pure Iberian mothers) and selecting individuals with high body weight (HBW) and low body weight (LBW) to evaluate early changes in gene expression that may be associated with growth.

## Material and methods

### Ethics statement

All animal experiments were performed in compliance with the Spanish Policy for Animal Protection (RD1201/05), which meets the European Union Directive (86/609). All experimental procedures were approved by the INIA Ethics Committee for Animal Research (Institutional Animal Care and Use Committee or IACUC, CEEA 2013/036). Sows were housed at the INIA animal facilities, which meet local, national, and European requirements for Scientific Procedures Establishment.

### Animals and experimental design

Pure Iberian sows and boars of *Retinto* strain and Large White boars were employed. All sows and boars were genotyped by pyrosequencing as previously described [16] to confirm homozygosity for LEPRc.1987T (for the Iberian genotype) and LEPRc.1987C (for the Large White genotype). DNA for genotyping was extracted from frozen liver tissues using a commercial kit (Gentra Puregene Tissue Kit, Qiagen).

Ejaculate was collected from two purebred Large White and two Iberian boars and evaluated for semen quality (sperm concentration, morphology and motility). Ejaculates were mixed at a 1:1 ratio (Iberian : Large White) to obtain heterospermic semen, and aliquoted into 80 mL doses containing 6 x 10^9^ motile spermatozoa. Seven purebred Iberian sows underwent cycle synchronization with altrenogest (Regumate^®^, MSD, Boxmeer, The Netherlands) and were then inseminated with heterospermic semen. The sows were fed a standard grain-based diet (89.8% dry matter, 15.1% crude protein, 2.8% fat, 3.00 Mcal kg^-1^ ME) from the start of the experiment, adjusted to fulfil individual daily maintenance requirements, until gestational day 35. On gestational day 35, all sows were weighed and the amount of food offered to each sow was individually adjusted to 50% of their daily maintenance requirements. Our previous results have shown that this restricted diet affects fetal development and induces LBW [5]. Water was provided *ad libitum*.

On gestational day 77, corresponding to 70% of a 112-day total gestational period typical for this breed, all sows were euthanized by stunning and exsanguination, and the fetuses were collected. We chose this time point because it corresponds to the peak of secondary fiber formation [31, 37] and primary myotubes have already formed. A total of 51 fetuses were obtained. The position of the fetus in the genital tract was noted, and sex was determined by visual inspection. Several phenotypic traits were determined, including body weight, carcass weight, crown–rump length, occipital–nasal length, biparietal diameter, and thoracic and abdominal circumference. Tissues from the liver and *longissimus dorsi* muscle were collected from each fetus and stored at -80°C for genotyping and transcriptomic analysis. All 51 fetuses were genotyped, as previously done for the parents, for LEPRc.1987C/T [16]. Genotyping results indicated 27 animals were carriers of the homozygous TT genotype, corresponding to Iberian purebred animals (12 females and 15 males) and 24 were heterozygous CT animals, corresponding to the Iberian x Large White crossbred genotype (10 females and 14 males). The weight of the fetuses was employed to select 32 individuals phenotypically divergent for body weight for transcriptomic analysis (16 from each genotype and from each sex). The weight category was balanced across the individual progenies, i.e. each sow was similarly represented in each category.

### Analysis of plasma metabolites

Fetal blood samples were drawn from the heart and/or umbilical cord using heparinized syringes (Vacutainer Systems Europe, Meylan, France). The blood was centrifuged at 1500 *g* for 15 min immediately after recovery, and the plasma was stored in polypropylene vials at −20°C until analysis. Plasma glucose, fructosamine, triglycerides, total cholesterol, high-density lipoprotein cholesterol (HDL-c) and low-density lipoprotein cholesterol (LDL-c) were assayed using a Saturno 300 Plus analyzer (Crony Instruments s. r. l., Rome, Italy).

### Statistical analyses of phenotype and metabolic traits

The significance of effects of genotype, sex, and fetal weight on developmental and metabolic traits in the 32 animals selected for the transcriptome study was assessed using a mixed model that included the effects of genotype (purebred or crossbred), sex and weight category (HBW or LBW), with SAS 9.1 (SAS Inst. Inc., Cary, NC, USA). The fetus was considered the experimental unit for all variables and the mother was introduced into the model as a random effect. Results are expressed as mean ± SEM. Differences associated with *p* < 0.05 were considered significant.

### Transcriptome analysis

#### RNA extraction

Total RNA was extracted from 32 samples (50–100 mg) of *longissimus dorsi* muscle using the RiboPure RNA purification kit (Ambion, TX, USA) following the manufacturer’s protocols. RNA was quantified using a Nano-Drop-100 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA), and its quality was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). RNA Integrity Number (RIN) values in this study ranged from 7.5 to 9.8.

#### RNA library construction and sequencing

RNA libraries were made using the mRNA-Seq sample preparation kit (Illumina, USA) according to manufacturer protocols. Libraries were sequenced using a TruSeq SBS Kit v3-HS (Illumina) in paired-end un-stranded mode with a read length of 2 x 76 bp on a HiSeq2000 sequence analyzer (Illumina). Images from the instrument were processed using the manufacturer’s software to generate FASTQ sequence files.

#### Mapping and assembly

FastQC software (www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to determine the quality of the raw sequencing data. Trim Galore (version 0.4.1, https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to remove sequencing adaptors and poly A and T tails (stringency of 6 bp, -s 6), keeping only paired-end reads where both pairs were longer than 40 bp. Reads were aligned against the Sscrofa11.1 genome using TopHat (version 2.1.0, (http://tophat.cbcb.umd.edu/) [38] with Bowtie2 (version 2.2.3, https://sourceforge.net/projects/bowtie-bio/files/bowtie2/) using default parameters. Transcripts were assembled and quantified in fragments per kilobase of transcript per million mapped fragments (FPKM) using Cufflinks (version 2.2.1, (http://cufflinks.cbcb.umd.edu/) [38]). Cuffmerge [39] was used to merge assembled transcripts from all samples with the reference transcripts, and Cuffquant [40] was used to pre-compute gene expression levels for each sample.

#### Differential expression analysis

The *Cuffdiff* tool in Cufflinks (version 2.2.1) was used to calculate expression values and perform differential expression analysis. Bias correction (option *-b*) was used to improve accuracy of transcript abundance estimates, and the “rescue method” for multi-reads (option *-u*) was used to weight read mapping more accurately.

Genes and new isoforms were filtered according to two criteria: minimum mean expression of > 0.5 FPKM in at least one group and a fold-change (FC) of ≥ 1.3 between different genotypes (purebred *vs*. crossbred), sexes (purebred_Females *vs*. purebred_Males and crossbred_Females *vs*. crossbred_Males), or body weights (purebred_LBW *vs*. purebred_HBW and crossbred_LBW *vs*. crossbred_HBW). Previous studies reported that this FC threshold improves results by eliminating background noise [41]. The false discovery rate (FDR) was calculated using the R package q-value [42]. Genes with a p-value and q-value ≤ 0.05 were considered differentially expressed (DE).

#### Functional analysis

DE genes were functionally analyzed using Ingenuity Pathways Analysis (IPA) software (Ingenuity Systems, www.ingenuity.com) to detect enriched pathways, biological functions, and potential regulators.

#### Reverse transcription-quantitative PCR (RT-qPCR)

Seven DE genes (*FOS*, *TRIM63*, *APOE*, *INSR*, *PPARG*, *PLIN1* and *ADIPOQ*) were examined by RT-qPCR of RNA from the same 32 fetuses that were subjected to RNA sequencing. Primers were designed against each gene, covering different exons, using Primer Select software (DNASTAR, Wisconsin, USA; **S1 Table**). The primers were designed to cover different exons to ensure amplification of cDNA. First-strand cDNA synthesis was performed following manufacturer protocols using Superscript II (Invitrogen, Life Technologies, Paisley, UK) and random hexamer primers in a total volume of 20 μL containing 1 μg of total RNA. Standard RT-PCR was first performed on cDNA to verify amplicon sizes. Expression was then quantified using SYBR Green mix (Roche, Basel, Switzerland) in a LightCycler480 (Roche) following manufacturer protocols. All samples were run in triplicate and dissociation curves were calculated for each reaction. PCR efficiency was estimated using a standard curve derived from serial cDNA dilutions (**S1 Table**). Expression was determined using the Cp method [43] and normalized against *GAPDH* and *ACTB* because analysis with Genorm software [44] identified them as the most stably expressed housekeeping genes. Normalized expression values were compared between groups using a *t* test. Pearson’s correlation was used to compare FPKM values from RNA sequencing with the results of qPCR.

## Results and discussion

The results obtained in the present study, evaluating effects of porcine fetal genotype, body-size and sex under the same maternal environment (same breed, parity number, management, nutritional status and litters), identified novel candidate genes and regulators potentially involved in the offspring phenotype and postnatal development. These findings provide new information on the functional genetics aspects of prenatal development and their potential relationship with productive parameters and meat quality in swine. The uniqueness of our study was that the changes observed were exclusively determined by fetal genotype, sex and weight, since the fetuses shared the same uterine environment (pure Iberian mothers), besides the extreme genotypes employed.

### Effects of fetal genotype, sex and weight on developmental traits

A total of 51 fetuses were obtained, of which 27 were purebred Iberian (12 females, 15 males) and 24 were crossbred Iberian x Large White (10 females, 14 males). Weights of the LBW and HBW groups differed 1.7 SD in purebred fetuses and 1.5 SD in crossbred fetuses.

The developmental and metabolic traits of purebred and crossbred fetuses selected for the transcriptome study are shown in **Table 1**. Crossbred fetuses were heavier (*p* < 0.0001) and more corpulent (higher biparietal diameter [*p* < 0.05] and trunk circumference [*p* < 0.01]), consistent with our previous observations in the whole dataset [45]. These differences may be explained by genetic differences in body size and weight between the breeds. It is well known that at postnatal stages, Iberian pigs are smaller than other commercial breeds, including Large White [46]. However, few studies have compared lean and obese pig breeds at prenatal stages, and we appear to be the only group to have compared these breeds in the same uterine environment [45].

**Table 1:** Effect of genotype, body weight and sex on developmental and metabolic traits of purebred Iberian and crossbred Iberian x Large White pig fetuses.

		Iberian					Iberian x Large White					p		
		All (n = 16)	LBW (n = 8)	HBW (n = 8)	F (n = 8)	M(n = 8)	All (n = 16)	LBW (n = 8)	HBW (n = 8)	F (n = 8)	M (n = 8)	Genotype	Weight	Sex
**Developmental traits **														
Body morphometry (cm)	**Body length**	22.9 ± 0.5	22.4 ± 0.7	23.4 ± 0.7	22.5 ± 0.7	23.3 ± 0.7	23.9 ± 0.5	23.8 ± 0.7	24.1 ± 0.7	23.8 ± 0.7	24.0 ± 0.7	0.130	0.355	0.482
	**Occipito-nasal length**	7.2 ± 0.6	7.3 ± 0.6	7.3 ± 0.6	6.9 ± 0.6	7.5 ± 0.6	7.3 ± 0.6	6.7 ± 0.6	7.8 ± 0.6	7.5 ± 0.6	7.1 ± 0.6	0.741	0.102	0.837
	**Biparietal diameter**	3.3 ± 0.1	3.3 ± 0.1	3.4 ± 0.1	3.2 ± 0.1	3.4 ± 0.1	3.5 ± 0.1	3.3 ± 0.1	3.7 ± 0.1	3.5 ± 0.1	3.5 ± 0.1	**0.042**	**0.039**	0.199
	**Trunk diameter**	3.3 ± 0.1	3.1 ± 0.2	3.5 ± 0.2	3.1 ± 0.2	3.6 ± 0.2	3.5 ± 0.1	3.3 ± 0.2	3.8 ± 0.2	3.6 ± 0.2	3.5 ± 0.2	0.193	**0.014**	0.219
	**Trunk circumference**	13.4 ± 0.3	12.6 ± 0.4	14.2 ± 0.4	12.8 ± 0.5	13.9 ± 0.5	14.7 ± 0.3	13.9 ± 0.4	15.5 ± 0.4	15.2 ± 0.5	14.2 ± 0.5	**0.005**	**0.001**	0.921
Body weight (g)	**Body weight**	293.1 ± 10.0	246.1 ± 14.5	340.1 ± 14.5	270.7 ± 25.4	315.0 ± 24.6	363.1 ± 10.0	311.3 ± 14.5	415.0 ± 14.5	365.0 ± 24.6	355.78 ± 24.06	**<0.001**	**<0.001**	0.240
	**Head weight**	75.0 ± 2.1	64.1 ± 3.0	85.9 ± 3.0	70.7 ± 5.1	79.5 ± 4.9	86.1 ± 2.1	77.6 ± 3.0	94.5 ± 3.0	86.9 ± 4.9	83.38 ± 4.82	**0.001**	**<0.001**	0.400
	**Carcass weight**	168.7 ± 8.2	139.0 ± 12.3	198.4 ± 12.3	155.7 ± 16.9	181.9 ± 16.4	217.7 ± 8.2	193.3 ± 12.3	242.1 ± 12.3	206.2 ± 16.5	226.3 ± 16.1	**<0.001**	**<0.001**	0.053
**Metabolic traits**														
Glucose metabolism (mg/dl)	**Glucose**	10.8 ± 3.5	13.3 ± 4.9	8.7 ± 5.3	9.3 ± 6.3	8.5 ± 5.5	21.1 ± 3.8	18.9 ± 4.9	25.6 ± 6.3	8.5 ± 5.9	33.9 ± 5.6	0.057	0.970	0.096
	**Fructosamine**	113.1 ± 6.1	105.1 ± 7.6	121.3 ± 6.9	114.3 ± 7.6	112.4 ± 7.3	122.6 ± 6.0	112.0 ± 7.1	133.4 ± 6.9	123.7 ± 7.2	118.1 ± 7.7	0.073	**0.001**	0.423
Lipid metabolism (mg/dl)	**Triglycerides**	22.6 ± 1.7	24.6 ± 2.6	20.6 ± 2.4	19.4 ± 2.1	25.5 ± 2.1	24.2 ± 1.7	26.6 ± 2.4	21.7 ± 2.6	24.5 ± 2.1	23.6 ± 2.2	0.511	0.084	0.222
	**Total cholesterol**	55.6 ± 4.2	53.4 ± 5.3	58.4 ± 4.7	58.4 ± 5.5	52.5 ± 5.2	43.4 ± 4.2	37.1 ± 4.7	49.5 ± 5.2	42.4 ± 5.3	41.7 ± 5.1	**0.008**	**0.045**	0.339
	**HDL-c**	14.3 ± 1.5	13.9 ± 1.7	14.7 ± 1.6	14.9 ± 1.7	13.7 ± 1.6	12.2 ± 1.5	10.9 ± 1.6	13.4 ± 1.6	12.4 ± 1.6	11.7 ± 1.6	0.080	0.125	0.349
	**LDL-c**	39.7 ± 2.0	35.7 ± 3.0	43.8 ± 2.8	39.9 ± 3.4	39.6 ± 3.2	29.7 ± 2.1	25.7 ± 2.7	33.8 ± 2.9	28.4 ± 3.3	30.87 ± 3.15	**0.003**	**0.017**	0.696

All data except p values are mean ± SEM.

Abbreviations: F, female fetuses; HBW, high body weight fetuses; HDL-c, high density lipoprotein cholesterol; LBW, low body weight fetuses; LDL-c, low density lipoprotein cholesterol; M, male fetuses

Fetal sex did not have any significant effect on developmental traits, although there was a trend for higher carcass weight in males than females, independent of genotype. In other words, development at this stage was affected mainly by fetal genotype, with no major sex-specific effects. Previous studies at prenatal and postnatal stages have shown that males are heavier than females when mothers are undernourished [47, 48].

### Effects of fetal genotype, sex, and weight on metabolic traits

Iberian fetuses had higher levels of total cholesterol (*p* < 0.01) and LDL-cholesterol (*p* < 0.005, **Table 1**) than crossbred fetuses, in agreement with previous studies [20, 49]. These results demonstrate that Iberian pigs have altered lipid metabolism and support the hypothesis that metabolic differences between fatty and lean breeds are established in the early prenatal stages. There was also a trend for higher plasma glucose (*p* = 0.057) and fructosamine (*p* = 0.073) in crossbred than Iberian fetuses. Glucose levels serve as an index of glycemia at the moment of sampling and is generally considered the main energy source for developing fetuses, while fructosamine levels are representative of average glucose values over the past several days [50].

Body weight also had a strong effect on metabolic profiles. In both genotypes, HBW fetuses had higher levels of fructosamine (*p* < 0.005), total cholesterol (*p* < 0.05), and LDL-cholesterol (*p* < 0.05) than LBW fetuses. There was also a trend towards higher triglyceride levels (*p* = 0.08) in HBW fetuses than LBW fetuses. These results demonstrate the importance of cholesterol and glucose availability on fetal development [45]. Fetal sex did not have any significant effects on metabolic traits.

### Transcriptomic analysis

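The deposited expression table gives FPKM for 30413 loci in the longissimus dorsi muscle of 32 fetuses taken at day 77 of gestation. The 16 purebred and the 16 crossbred fetuses each comprise 8 females and 8 males. The first 4 digits of the fetus names take 7 values and are read here as the sow, which no label states in words. By this reading 5 of the 7 sows carried fetuses of both genotypes. Fetuses of 1 sow share a litter, so the 32 values are not fully independent.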

Out of the 51 fetuses obtained, 32 (16 purebred and 16 crossbred fetuses) were selected for transcriptomic analysis. Each group contained 8 females (4 with HBW, and 4 with LBW) and 8 males (4 with HBW, and 4 with LBW). 

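The weight category of the single fetuses is given in no sample label, so the values are described here by genotype and sex only. Sow 1410 contributed 5 Iberian fetuses and no crossbred fetus, and sow 1412 contributed 2 crossbred fetuses and no Iberian fetus. Sow 1340 contributed 3 crossbred fetuses and 1 Iberian fetus. The labelled sex matched the sex-linked genes in all 32 libraries. XIST, the RNA that silences an X chromosome, ranged from 106 to 299 FPKM in Iberian females and from 132 to 309 FPKM in crossbred females. In males it did not exceed 0.0422 FPKM in Iberian and 0.662 FPKM in crossbred fetuses.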

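The table holds FPKM and no read counts, so the relative depth of each library was estimated from the most frequent ratio of the lowest FPKM values of each pair of libraries. It ranged from 0.678 to 1.426 times the geometric mean, with a median of 0.923 in Iberian and 1.053 in crossbred fetuses. Between 14921 and 16877 loci exceeded 0.5 FPKM in a fetus. The comparisons used limma on log2(FPKM + 0.5) for loci whose mean exceeded 0.5 FPKM in at least 1 of the groups compared. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold of at least 1.3.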

An average of 27 million paired-end RNA-Seq reads was obtained per sample, and an average of 93% of the quality-filtered reads were mapped and assembled to the porcine reference genome (Scrofa 11.1). The sequencing data has been deposited in GEO database, with accession number GSE140460.

DE genes are summarized in **Fig 1**. 

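The genotype comparison called 227 genes among 16750 loci tested. Fetal sex called 19 genes among 16414 loci in Iberian fetuses and 21 genes among 16843 loci in crossbred fetuses. No gene among 17345 loci was called for a difference of the sex effect between genotypes in limma. In that test 850 loci had an unadjusted p under 0.05, close to the share of 0.05 that chance alone gives.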

To validate the RNA sequencing results, we measured the expression of 7 DE genes (*FOS*, *TRIM63*, *APOE*, *INSR*, *PPARG*, *PLIN1* and *ADIPOQ*) by qPCR (**S2 Table**). Differential expression was validated for five of the seven genes (*APOE*, *PPARG*, *ADIPOQ*, *PLIN1* and *TRIM63*), and the expression of all 7 genes correlated closely with RNA sequencing data (*r*^2^ = 0.87–0.99 and *p* < 0.0001 for all genes).

**Fig 1:**
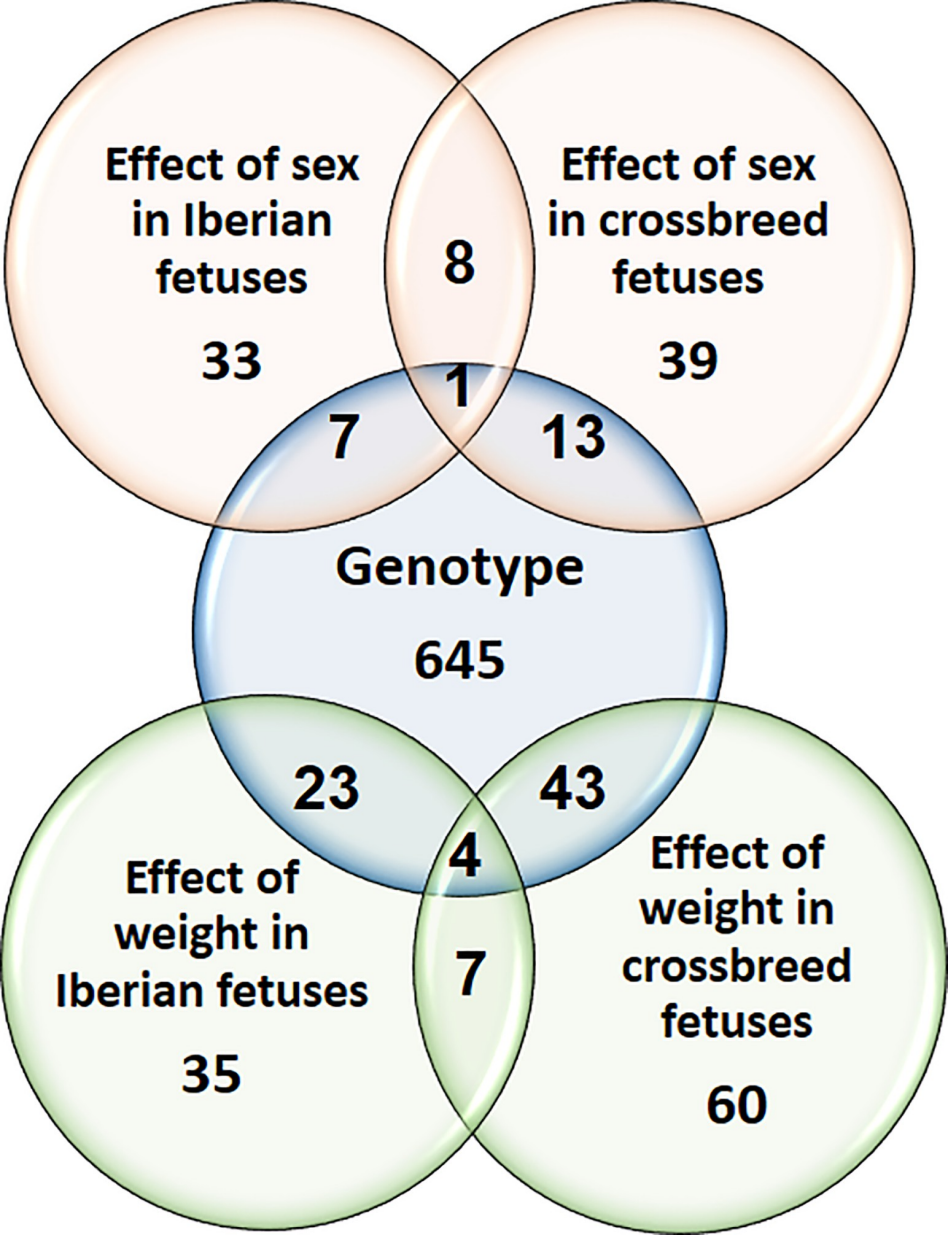
Venn diagram showing the total number of differentially expressed (DE) genes in all comparisons.

#### Effects of genotype on muscle transcriptome

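KIT, which encodes the receptor of stem cell factor, had 9.48 ± 2.01 FPKM (SD, n = 16) in crossbred and 4.47 ± 0.596 FPKM (SD, n = 16) in Iberian fetuses. This is a log2 fold change of 0.99 (standard error 0.08, adjusted p = 2.1e-09 from limma), and every crossbred fetus exceeded every Iberian fetus. The locus lies on chromosome 8 from 41402252 to 41493763, and its neighbours PDGFRA and KDR had log2 fold changes of -0.08 and -0.14 and were not called. ARSE, a sulfatase gene on the X chromosome, was lower in crossbred fetuses, with 2.28 ± 0.441 FPKM against 4.87 ± 1.18 FPKM (SD, n = 16 each) and an adjusted p of 2.1e-07 from limma. The 2 genotypes did not overlap for ARSE either. Both genes were also called with the sow as a block.

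**Figure D1:**
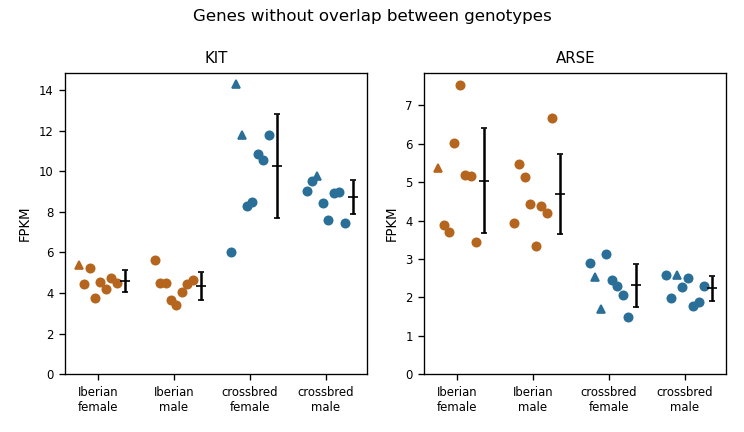
FPKM of KIT and ARSE per fetus in the 4 groups of 8 fetuses. Points are fetuses, triangles are those of sow 1340, and the bars give the mean and SD; KIT averaged 9.48 FPKM in crossbred and 4.47 FPKM in Iberian fetuses.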

After correction for multiple testing (*q*-value < 0.05), a total of 645 DE genes between Iberian and crossbred fetuses were identified for which FC > 1.3 (**S3 Table**). Of these, 185 were upregulated in Iberian fetuses (FC = 1.3–163) and 460 were upregulated in crossbred fetuses (FC = 1.3–799).

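Of the genes called, 142 were higher in crossbred and 85 were higher in Iberian fetuses. After median-of-ratios rescaling 140 and 133 genes were called, and 126 and 141 in sows with both genotypes only. With the sow as a block 48 genes were called, of which 40 were among the 227. Without the Iberian fetuses 1404F1L, 1404F2L, 1410F5L and 1417F3L, a setting chosen after seeing the data, 41 genes were called, of which 40 were among the 227. Among called loci with a gene symbol and group medians in the same direction, the largest increases in crossbred fetuses were those of OAZ3, IGFN1, NR2C2, XCR1, RNF212, SLC43A1, TOLLIP, RET, KIT and CACNG5. OAZ3, an antizyme gene, had 4.33 ± 2.06 FPKM in crossbred and 1.31 ± 1.52 FPKM in Iberian fetuses (SD, n = 16 each), a log2 fold change of 1.69 (standard error 0.34, adjusted p = 0.0095 from limma). NR2C2 and TOLLIP each have a second locus at a higher level that was not called, with 7.32 and 6.40 FPKM for NR2C2 and 55.6 and 51.1 FPKM for TOLLIP in crossbred and Iberian fetuses. Among the called loci chosen in the same way, the largest increases in Iberian fetuses were those of BCO2 and TEX12 (a merged locus), SPP1, SFRP1, CHST2, FAM78B, ARSE, ADAMTS19, PLAC8, DAPP1 and TMEM135. SPP1, which encodes osteopontin, had 97.7 ± 75.4 FPKM in Iberian and 39.3 ± 12.9 FPKM in crossbred fetuses (SD, n = 16 each), with an adjusted p of 0.025 from limma, and its highest values were 314 FPKM in 1417F3L and 213 FPKM in 1410F5L. TMEM135 has a second locus with 7.25 FPKM in crossbred and 7.29 FPKM in Iberian fetuses that was not called. Of these 20 loci, KIT, ARSE, DAPP1 and TMEM135 were also called with the sow as a block.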

The gene with the largest difference in expression was *TBL1X* (ENSSSCG00000038226), which showed 799-fold higher expression in crossbred than Iberian fetuses, followed by *IBSP*, which showed 163-fold higher expression in Iberian than crossbred fetuses. 

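The locus of TBL1X (ENSSSCG00000038226) lies on chromosome Y from 4600240 to 4667658. It had 0.557 ± 0.577 FPKM in crossbred and 0.00075 ± 0.0020 FPKM in Iberian fetuses (SD, n = 16 each), a ratio of means of 744. On the scale with 0.5 FPKM added, the log2 fold change was 0.88 (standard error 0.20, adjusted p = 0.017 from limma). The adjusted p was 0.22 with the sow as a block. The value was above 0 in 5 of 8 crossbred females and 7 of 8 crossbred males. IBSP, which encodes bone sialoprotein, had 4.76 ± 16.8 FPKM in Iberian and 0.0253 ± 0.0511 FPKM in crossbred fetuses (SD, n = 16 each), a ratio of means of 188. Fetus 1404F5L held 88.0% of the Iberian total, and the group medians were 0.0242 and 0.00783 FPKM. IBSP was not called (adjusted p = 0.46 from limma).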

*TBL1X* has regulatory roles in signal transduction, RNA processing, gene regulation, vesicular trafficking, cytoskeletal assembly and may play a role in the control of cell differentiation. It is one of the core proteins of NCoR transcriptional repressor complex [51] which has been shown to be a major corepressor complex for the nuclear receptor family of transcription factors. Deletion of individual components of the NCoR complex results in an increase in liver triglycerides, highlighting their importance in the regulation of metabolic gene transcription. Crossbred fetuses showed upregulation of candidate genes related to muscle development (*RNF19B*, *FOXO1*, *FOXO3*, *FOXO6 COL11A2*, *MYOD*, *IGF-I*, *FOS*), protein catabolism *(TRIM63)*, and regulation of energy balance and lipid metabolism (*INSRR*, *APOD*, *UCP3* or *LEPR*).

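TRIM63, a ubiquitin ligase of muscle atrophy, had 20.0 ± 27.4 FPKM in crossbred and 7.41 ± 3.85 FPKM in Iberian fetuses (SD, n = 16 each). Its log2 fold change was 0.80 (standard error 0.34, adjusted p = 0.21 from limma), and 0.32 without the 4 fetuses of sow 1340. FOXO1, FOXO3, RNF19B, FOS and UCP3 were also higher in crossbred fetuses on average and were not called. Without sow 1340 their log2 fold changes were 0.02 for FOXO1, 0.14 for FOXO3, -0.02 for RNF19B, 0.11 for FOS and 0.09 for UCP3. APOD changed from 0.59 to -0.10 in the same way. INSRR had 1.59 ± 3.40 FPKM in crossbred and 0.0817 ± 0.111 FPKM in Iberian fetuses, and fetus 1340F9L held 49.7% of the crossbred total; it was not called (adjusted p = 0.21). FOXO6, LEPR, MYOD1 and COL11A2 kept log2 fold changes of 0.35, 0.55, 0.42 and 0.77 without sow 1340 and were not called over all fetuses. IGF1 was lower in crossbred fetuses by the mean, with 5.35 ± 1.60 against 6.41 ± 2.28 FPKM (adjusted p = 0.44 from limma).

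**Figure D2:**
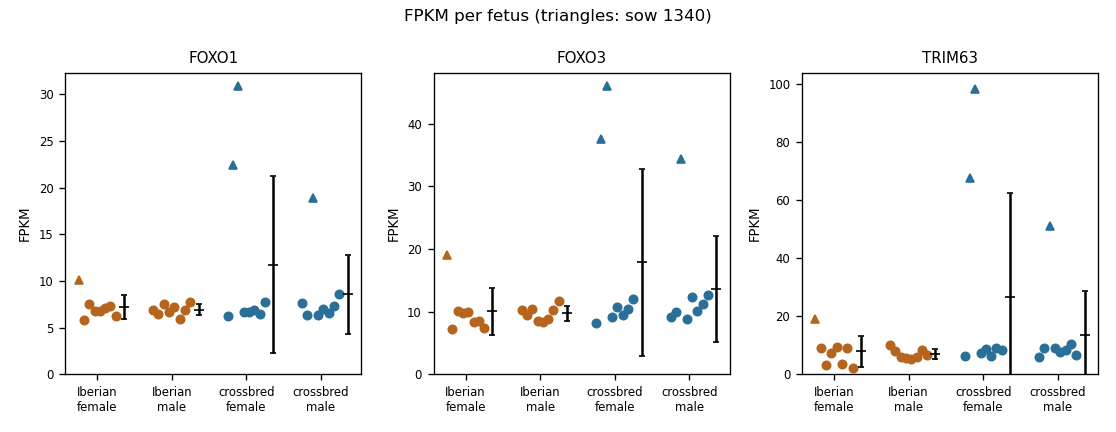
FPKM of FOXO1, FOXO3 and TRIM63 per fetus in the 4 groups of 8 fetuses. Points are fetuses, triangles are those of sow 1340, and the bars give the mean and SD; TRIM63 averaged 20.0 FPKM in crossbred and 7.41 FPKM in Iberian fetuses.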

Due to the importance of muscle development in the pork industry, many porcine studies have focused on identifying myogenic regulatory factors [34, 52–53]. 

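Of 19 tested myogenic regulators, 18 had a higher mean log2 value in crossbred fetuses. The list was set before the data were examined, but the paper's tables, made on these samples, had been seen. CHRNA1, a subunit of the muscle acetylcholine receptor, was called, and 8 genes were higher when adjusted over the list alone. CHRNA1 had 53.0 ± 11.4 FPKM in crossbred and 33.5 ± 11.1 FPKM in Iberian fetuses (SD, n = 16 each), a log2 fold change of 0.72 (standard error 0.16, adjusted p = 0.017 from limma). NCAM1 and CDH15 were among the 8, with log2 fold changes of 0.43 and 0.62. The list as a whole was higher in crossbred fetuses (adjusted p = 0.0431 over 37 lists from fry). In camera, which compares the list with all other genes at an estimated correlation, the adjusted p was 0.81. With the sow as a block in fry the adjusted p was 0.27. The 3 lowest means of this list belonged to the Iberian fetuses 1417F3L, 1410F5L and 1404F2L, with -1.20, -0.787 and -0.715 log2 units from the average of all fetuses, and these fetuses had the 3 highest means of the adipocyte genes (1.93, 1.27 and 1.56). Within sows 1404 and 1417 the list was 0.607 and 0.831 higher in the crossbred fetuses, and in sows 1338, 1340 and 1401 the difference was -0.174, 0.105 and 0.068.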

Among the genes differentially expressed in our samples, those related to myogenesis pathways were upregulated in crossbred fetuses. For instance, significant roles have been proposed for *RNF19B*, which has been linked to muscle response during stabilized weight loss, or *FOXO3* which is a transcription factor with important roles in muscle hypertrophy and atrophy [54]. 

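INSR, the insulin receptor, had 6.20 ± 3.86 FPKM in crossbred and 4.56 ± 1.15 FPKM in Iberian fetuses (SD, n = 16 each), a log2 fold change of 0.27 (adjusted p = 0.43 from limma). Of 20 tested genes of insulin, IGF and growth hormone signalling, 16 were higher in crossbred fetuses on average, none was called, and 2 were higher when adjusted over the list alone. The adjusted p of this list was 0.31 from fry. Within sow 1340 its mean was 0.69 log2 units higher in the 3 crossbred fetuses than in their Iberian littermate. In sows 1338, 1401 and 1404 it was lower in the crossbred fetuses, with differences of -0.11, -0.14 and -0.13, and in sow 1417 the difference was 0.11.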

We also observed upregulation of *INSR* and its paralog *INSRR*, which are related to energy balance and metabolism. *INSR* encodes the insulin receptor, which binds insulin and insulin growth factor (IGF)-I and -II. Binding of insulin and IGF-I activates the PI3K/AKT pathway, which in turn regulates growth and muscle development [55]. These results support previous studies which showed altered regulation of genes involved in energy metabolism during myogenesis [56]. Moreover, *MYOD* and *IGF-I* genes are of special interest for muscle development because *IGF-I* signaling has an impact on *MYOD* and *MYOF5* regulation, which are strongly involved in the myogenesis process. 

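MYH3, the embryonic myosin heavy chain, had 690 ± 230 FPKM in crossbred and 468 ± 172 FPKM in Iberian fetuses (SD, n = 16 each), a log2 fold change of 0.61 (standard error 0.19, adjusted p = 0.093 from limma). NEB and MYOM2 had log2 fold changes of 0.54 and 0.53. Of 30 sarcomere genes 27 were higher in crossbred fetuses on average, and none was called. The adjusted p of the sarcomere list was 0.31 from fry. Its 3 lowest means, -1.29, -0.917 and -0.896 log2 units from the average of all fetuses, were those of the Iberian fetuses 1417F3L, 1404F2L and 1410F5L, which had the 3 highest means of the adipocyte genes.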

Our results suggest that myogenic routes are upregulated in crossbred fetuses during the prenatal period, leading to accelerated development and higher weight. In contrast, in our previous comparison of Iberian and crossbred Iberian x Duroc pigs during the postnatal period we found that some genes related to muscle development (*FOS*, *FOXO3A* or *TRIM63*) were upregulated in Iberian pigs [20, 21]. These two sets of results suggest that the same myogenic routes that are upregulated earlier in crossbred fetuses may subsequently be upregulated in purebred fetuses during the early postnatal period, possibly as an adaptive mechanism to enable compensatory growth and increase survival.

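ADIPOQ, which encodes adiponectin, had 27.2 ± 35.8 FPKM in Iberian and 4.50 ± 6.48 FPKM in crossbred fetuses (SD, n = 16 each). The group medians were 6.37 and 1.75 FPKM, and the log2 fold change was -1.59 (standard error 0.69, adjusted p = 0.21 from limma). FABP4, PPARG, CEBPA, PLIN1 and DGAT2 had log2 fold changes of -0.77, -0.95, -1.02, -1.49 and -1.54 and were not called. Fetus 1417F3L had the highest Iberian value of each of these 6 genes and held between 17.4% (FABP4) and 29.0% (PLIN1) of the Iberian total. In each of the 6 genes at least 10 of 16 Iberian fetuses exceeded the crossbred median.

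**Figure D3:**
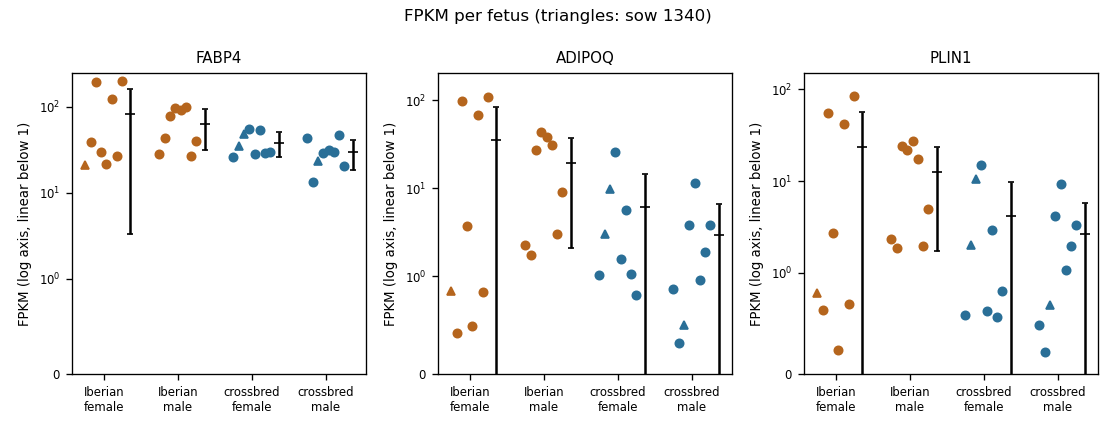
FPKM of FABP4, ADIPOQ and PLIN1 per fetus in the 4 groups of 8 fetuses, on a log axis that is linear below 1. Points are fetuses, triangles are those of sow 1340, and the bars give the mean and SD; ADIPOQ averaged 27.2 FPKM in Iberian and 4.50 FPKM in crossbred fetuses.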

Iberian fetuses showed upregulation of many key genes related to lipid metabolism and adipogenesis including *PPARG*, *FABP4*, *CEBPA*, *PLIN1*, *DGAT2* and *ADIPOQ*. These genes were also identified as key regulatory factors controlling the expression differences observed in the functional analysis (see below). *ADIPOQ* encodes adiponectin, a cytokine secreted by adipose tissue that regulates energy homeostasis, glucose metabolism and lipid metabolism, and that is involved in preadipocyte differentiation [57]. Caloric restriction has been shown to increase circulating adiponectin in humans and animals [57]. This may be explained by the increased adipose tissue in bone marrow during caloric restriction, which contributes to an increase in circulating adiponectin. In our study, all sows were given a restricted diet, with all fetuses exposed to the same maternal environment. Thus, the increased *ADIPOQ* expression in Iberian fetuses could be related to their increased ability to accumulate adipose tissue in muscle [58].

Another key DE gene identified is *peroxisome proliferator-activated receptor γ* (*PPARG*), which is known as the master regulator of adipogenesis [59], and has also been identified as a regulator of gene expression differences in piglets of different genotypes [20]. *CEBPA* encodes CCAAT/enhancer-binding protein alpha, which is a key transcription factor involved in adipogenesis [60], and has been shown to modulate expression of many lipid homeostasis genes such as the gene coding for leptin (*LEP*). Leptin is a hormone that regulates many aspects of body weight homeostasis (energy balance, food intake and body weight) [61]. We observed upregulation of *LEP* in Iberian fetuses, while its receptor (*LEPR*) was downregulated. 

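LEP was low in both groups, with 0.681 ± 0.597 FPKM in Iberian and 0.338 ± 0.0983 FPKM in crossbred fetuses (SD, n = 16 each). Its log2 fold change was -0.36 (standard error 0.17, adjusted p = 0.25 from limma). The medians were 0.434 and 0.340 FPKM.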

Leptin is secreted by adipocytes into the blood stream, and it interacts with its receptor in the hypothalamus, resulting in increased energy expenditure and physical activity as well as reduced food intake driving an adipose mass reduction. Higher levels of leptin in muscle are associated with increased lipid oxidation [62] and reduced triglycerides content. Nevertheless, obese genotypes typically display leptin resistance, with increased leptin levels but no lipopenic effects. We speculate that decreased expression of *LEPR* in Iberian fetuses causes a leptin-resistant phenotype, which has been observed at hypothalamic level [18]. Besides the downregulation of *LEPR* in pure Iberian pigs at hypothalamic level, in the present work we also observed downregulation of muscle *LEPR* in Iberian fetuses at prenatal stages, which had not been assessed before.

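LEPR had 4.95 ± 2.14 FPKM in crossbred and 2.93 ± 1.30 FPKM in Iberian fetuses (SD, n = 16 each). The log2 fold change was 0.67 (standard error 0.22, adjusted p = 0.11 from limma), and 13 of 16 crossbred fetuses exceeded the Iberian median. LEPR was called when fetus 1417F7L was left out (log2 fold change 0.77, adjusted p = 0.0488). The paper speculates that low LEPR expression leads to leptin resistance in Iberian fetuses.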

The gene *fatty acid binding protein 4 (FABP4)* is well known for its association with fat‐related traits in pigs [63–64]. FABP4 is secreted by adipocytes and recent studies suggest that it plays an important role in fatty acid storage as triacylglycerol in adipocytes, as well as in intramuscular fat development. Overall, Iberian fetuses show upregulation of many genes that control lipid metabolism and affect fatness parameters. This gene expression changes are likely to be associated with the increased serum total cholesterol and LDL-cholesterol that we observed in Iberian fetuses.

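Of 27 tested adipocyte genes, 21 were lower in crossbred fetuses on average. None was called over all genes, and 9 were lower when adjusted over the list alone. The list was set before the data were examined, but the paper's tables, made on these samples, had been seen. THRSP had the smallest p, with 17.0 ± 20.0 FPKM in Iberian and 3.52 ± 3.10 FPKM in crossbred fetuses (SD, n = 16 each), a log2 fold change of -1.74 (adjusted p = 0.052 from limma). The list had a mean log2 fold change of -0.56 and an adjusted p of 0.31 from fry. The Iberian fetuses 1417F3L, 1404F2L and 1410F5L had the 3 highest means of this list and the 3 lowest of the sarcomere genes and the myogenic regulators. The genes of macrophages and other immune cells had their highest mean in 1417F3L, 1.22 log2 units above the average of all fetuses. Of 12 genes of fatty acid synthesis 8 were lower in crossbred fetuses, and none was called (list adjusted p = 0.44 from fry). The paper proposes that the higher ADIPOQ expression in Iberian fetuses could be related to a greater ability to accumulate adipose tissue in muscle.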

Functional analysis revealed a total of 117 significantly enriched pathways with *p* < 0.05 (**S4 Table**), including 32 with *p* < 0.005 (**Fig 2**). Many pathways were related to growth, development, adipogenesis, and energy and lipid metabolism.

**Fig 2:**
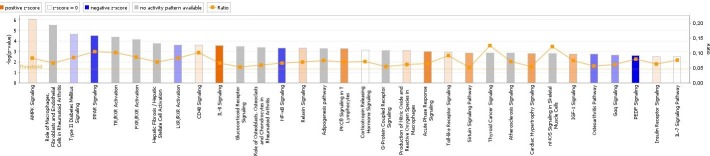
Top canonical pathways (*p* < 0.005) identified by functional analysis of DE genes in crossbred fetuses (orange bars) and Iberian fetuses (blue bars).

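Of the 18 genes that the paper's S4 Table lists for AMPK signalling, 14 had a higher mean log2 value in crossbred fetuses. CHRNA1 was called higher and ADRB1 was called lower in crossbred fetuses. ADRB1, a beta-adrenergic receptor, had 0.262 ± 0.109 FPKM in crossbred and 0.648 ± 0.428 FPKM in Iberian fetuses (SD, n = 16 each; adjusted p = 0.036 from limma). Adjusted over the list alone, 2 genes were higher and 1 was lower, but the study chose this list on the same samples, so that count is not independent evidence. The list had an adjusted p of 0.44 from fry. Without the 4 fetuses of sow 1340, 9 of its 18 genes were higher in crossbred fetuses, the mean log2 fold change was -0.15 and the median 0.000661, and limma called 1 gene higher and 0 lower. The 10 tested subunits and upstream kinase genes of AMPK had a mean log2 fold change of 0.12, with an adjusted p of 0.11.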

Iberian fetuses showed downregulation of the signaling pathway mediated by AMP-activated protein kinase (AMPK, *p* = 8.24E-07). AMPK is a master metabolic regulator that controls glucose uptake, fatty acid oxidation, glycogen, cholesterol and protein synthesis, and induction of mitochondrial biogenesis [65]. AMPK plays a crucial role in the hypothalamus and peripheral tissues, where it controls dietary selection, first- and second-phase insulin secretion, lipid metabolism, and hepatic gluconeogenesis [66–67]. In fact, reduced AMPK activity in skeletal muscle and adipose tissue causes glucose intolerance and reduces exercise capacity, resulting in type 2 diabetes and obesity. Therefore, AMPK has been proposed as a promising drug target for obesity and type 2 diabetes. While leptin inhibits AMPK in the hypothalamus, it activates AMPK in peripheral tissues such as muscle [68], which implies that the overexpression of *LEP* and *ADIPOQ* that we observed in Iberian fetuses should lead to activation, rather than the observed downregulation of AMPK signaling in muscle. This finding may be explained by the reduction of *LEPR* expression in our obese individuals, which would impair leptin signaling and would therefore be a key factor in the inhibition of AMPK signaling in muscle besides its known determinant role at hypothalamic level in the Iberian obese animals [18].

Enrichment of pathways related to fat accumulation and deposition in Iberian fetuses may be related to their increased levels of total and LDL-cholesterol. 

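PNPLA3, a lipase-like gene of lipid storage, had 1.01 ± 1.48 FPKM in Iberian and 0.124 ± 0.0972 FPKM in crossbred fetuses (SD, n = 16 each), and was not called (log2 fold change -0.83, adjusted p = 0.11 from limma). Of 25 genes of fatty acid oxidation 16 were higher in crossbred fetuses on average, none was called, and the list had an adjusted p of 0.93 from fry. Without the 4 fetuses of sow 1340, 8 of the 25 were higher in crossbred fetuses and the mean log2 fold change was -0.0475.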

Our results indicate an early upregulation of lipogenic pathways in Iberian fetuses. These results contrast with a previous study that found no difference in intramuscular fat between Iberian and Large White fetal pigs [45]. This may have been because pregnancy is a condition with high energy demand [69] and therefore most available lipids are used for fetal development rather than as an energy reservoir.

DE genes in our study were also involved in closely related key pathways such as *PPAR Signaling* (*p* = 3.19E-05, **Fig 3**), *Insulin Receptor Signaling* (*p* = 3.06E-03) and *Adipogenesis* (*p* = 5.57E-04). 

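Of the 10 genes listed for PPAR signalling, 8 were higher in crossbred fetuses on average, among them PPARA with a log2 fold change of 0.55, while PPARG was lower. The mean log2 fold change over the list was 0.19, and none of its genes was called. Of the 10 genes listed for adipogenesis 7 were lower in crossbred fetuses, with a mean log2 fold change of -0.48. Of the 9 genes listed for insulin receptor signalling 8 were higher, with a mean of 0.20. The adjusted p from fry was 0.44 for PPAR signalling, 0.31 for adipogenesis and 0.44 for insulin receptor signalling. Without the 4 fetuses of sow 1340 the mean log2 fold change was -0.14 for PPAR signalling (9 genes tested, median 0.0164) and -0.0988 for insulin receptor signalling (median 0.0334), while adipogenesis had a mean of -0.70 and an adjusted p of 0.0447 from fry. This setting was chosen after seeing the data, and camera and the sow block were not run in it. Over all fetuses adipogenesis passed neither in camera nor with the sow block. These lists were chosen by the study on the same samples.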

A previous study comparing muscle mRNA expression in two pig breeds at the extremes for fatty acid composition also observed enrichment of pathways related with fat deposition [70]. Insulin is an anabolic hormone essential for maintenance of whole-body glucose homeostasis, growth and development. In particular, insulin has an important role in increasing lipid synthesis in liver and fat cells and controlling fatty acid release from triglycerides in fat and muscle; while *PPARG*, as explained before, controls adipogenesis and handles the triglycerides storage.

**Fig 3:**
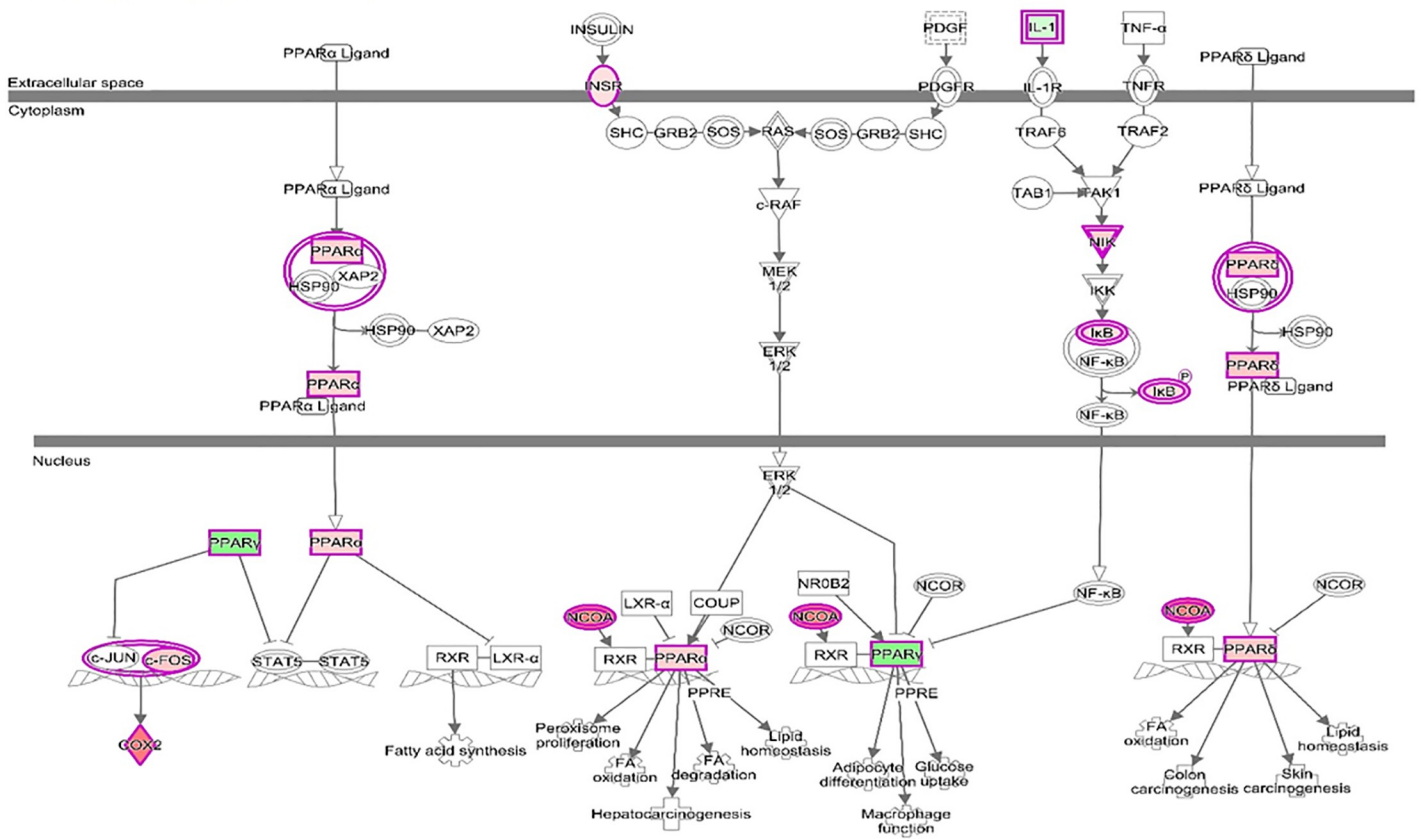
Enrichment of the PPAR signaling pathway in muscle from Iberian fetuses.

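Of the 8 genes that the paper's S4 Table lists for IGF-1 signalling, 7 had a higher mean log2 value in crossbred fetuses, with a mean log2 fold change of 0.20 (adjusted p = 0.43 from fry). For the 6 genes listed for growth hormone signalling the mean was -0.12 and the median 0.05, so the 2 differed in sign (adjusted p = 0.93 from fry). Without the 4 fetuses of sow 1340 the mean was -0.0799 and the median 0.0697 for IGF-1 signalling, and -0.42 and -0.48 for growth hormone signalling. The study chose both lists on these samples.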

The *IGF1 Signaling* and *Growth Hormone (GH) signaling* (*p* = 9.13E-03) pathways were activated in crossbred fetuses. IGF1 is essential during prenatal development, while GH is crucial during postnatal growth [71]. Both IGF1 and GH regulate metabolic processes including protein synthesis and adipose tissue development [72]. Crossbred fetuses showed higher expression of genes involved in the *IGF1 Signaling* pathway (*FOS*, *FOXO1*, *FOXO3*, *IGF1R)* and the *GH signaling* pathway (*FOS*, *IGF1R*). These results demonstrate the close relationship between endocrine and metabolic pathways and myogenesis, and how alteration of these pathways affects fat and protein deposition during muscle development.

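IGF1R had 6.65 ± 3.32 FPKM in crossbred and 4.80 ± 1.38 FPKM in Iberian fetuses (SD, n = 16 each), and 12 of 16 crossbred fetuses exceeded the Iberian median. Its log2 fold change was 0.36 (standard error 0.16, adjusted p = 0.21 from limma), and 0.18 without the 4 fetuses of sow 1340. FOS had group medians of 8.87 FPKM in crossbred and 8.92 FPKM in Iberian fetuses, and fetus 1340F5L held 25.3% of the crossbred total.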

Functional analysis identified 500 significantly enriched biological functions and diseases (**S5 Table**) with a *p*-value < 0.0001. Of these, IPA was able to predict the direction of change (increased or decreased) in 28 biological functions. In support of our results above, biological functions and diseases such as *Obesity*, *Concentration of lipids*, *Glucose metabolism disorder*, *Insulin resistance or Dysglycemia* were enriched in Iberian fetuses. In contrast, crossbred fetuses showed enrichment of biological functions related to growth and development (**S5 Table**).

IPA identified several gene networks affected by fetal genotype, including the network *Metabolic disease*, *Cellular movement*, as well as *Skeletal and muscular system development and function* (**Fig 4**). The most central genes in this network (*FOXO1*, *IGF1R* and *INSR*) showed higher expression in crossbred fetuses, while *CEBPA* showed higher expression in Iberian fetuses. These results reinforce the importance of maintaining the correct balance between these genes in myogenesis and metabolic homeostasis.

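FOXO1 had 10.2 ± 7.27 FPKM in crossbred and 7.07 ± 0.996 FPKM in Iberian fetuses (SD, n = 16 each), a log2 fold change of 0.30 (standard error 0.18, adjusted p = 0.38 from limma). The medians were 6.93 FPKM in both groups. CEBPA had 3.67 ± 1.78 FPKM in crossbred and 11.1 ± 11.8 FPKM in Iberian fetuses (SD, n = 16 each), with medians of 3.44 and 4.24 FPKM and an adjusted p of 0.11 from limma.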

**Fig 4:**
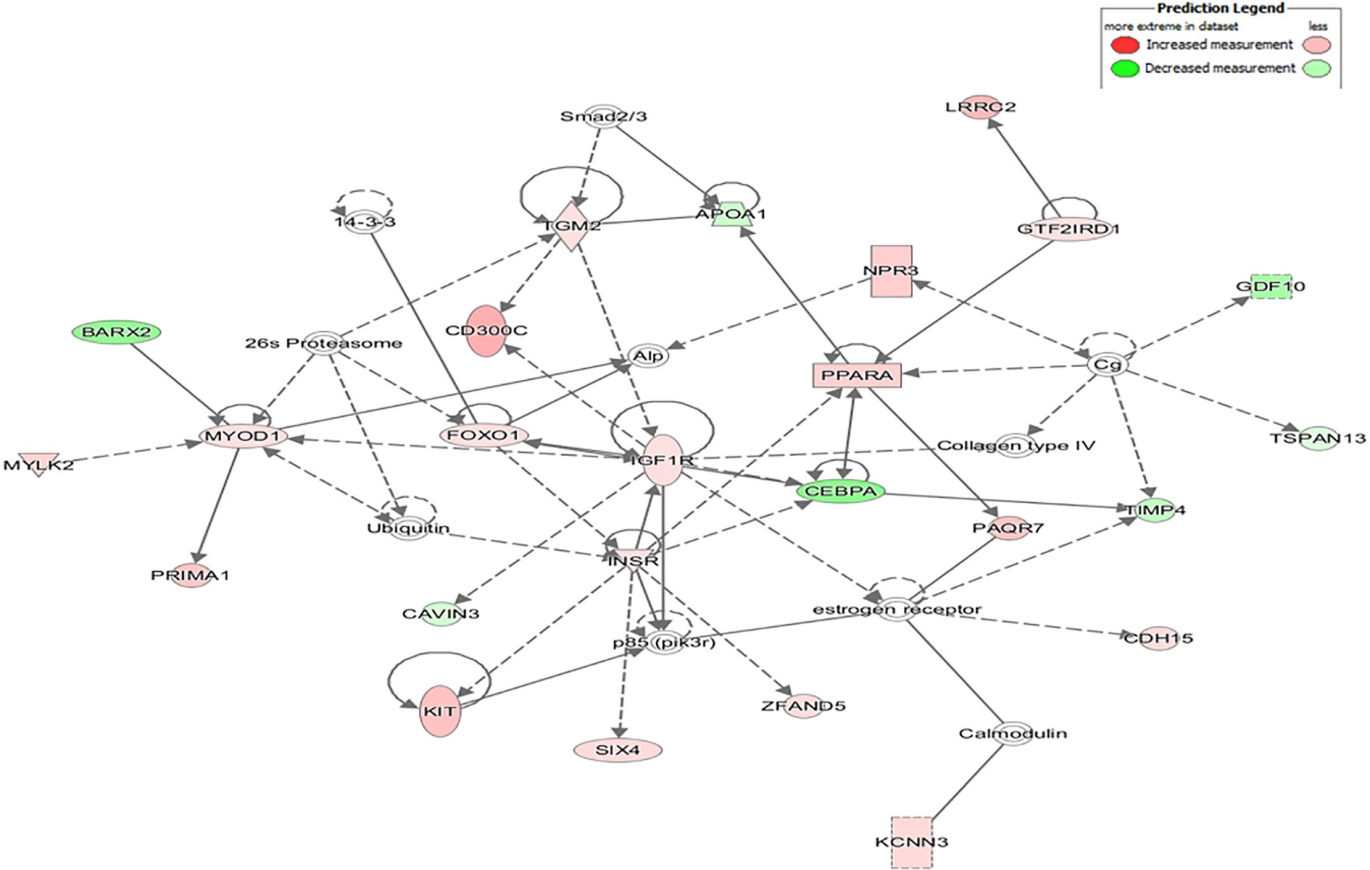
Functional network of *Metabolic Disease*, *Cellular Movement*, as well as *Skeletal and Muscular System Development and function* identified by analysis of DE genes in Iberian and crossbred fetuses. The intensity of colors represents the magnitude of differential expression, with red indicating genes upregulated in crossbred fetuses, while green indicates those upregulated in Iberian fetuses. Direct interactions are represented by solid lines, while indirect interactions are represented by dashed lines. The shapes of the nodes reflect the functional class of each gene product: transcriptional regulator (horizontal ellipse), transmembrane receptor (vertical ellipse), enzyme (vertical rhombus), cytokine/growth factor (square), kinase (inverted triangle) and complex/group/other (circle).

To identify potential transcriptional regulators that may be behind gene expression changes, we screened *in silico* for potential regulatory factors. We identified 1208 potential upstream regulators (*p* = 2.15E-20 to 4.86E-02, **S6 Table**). Of these, 86 were DE between Iberian and crossbred fetuses: 29 were upregulated in Iberian fetuses (including *PPARG*, *APOE*, *CEBPA*, *LEP*, *ADIPOQ*, *PCK1* and *PLIN1*), while 57 were upregulated in crossbred fetuses (including *LEPR*, *FOXO3*, *INSR*, *IGF1R*, *VEGFA*, *MYOD1* and *TRIM63*). 

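APOE had 304 ± 268 FPKM in Iberian and 129 ± 58.2 FPKM in crossbred fetuses (SD, n = 16 each), a log2 fold change of -0.94 (standard error 0.31, adjusted p = 0.11 from limma). PCK1 had a log2 fold change of -1.17 and VEGFA one of 0.26, and neither was called. VEGFA had a log2 fold change of -0.14 without the 4 fetuses of sow 1340, and its median was 21.1 FPKM in crossbred and 22.9 FPKM in Iberian fetuses. MYOD1 had 66.5 ± 21.0 FPKM in crossbred and 48.3 ± 17.2 FPKM in Iberian fetuses (SD, n = 16 each; adjusted p = 0.16 from limma).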

The top-scoring regulatory effects network is shown in **Fig 5**.

**Fig 5:**
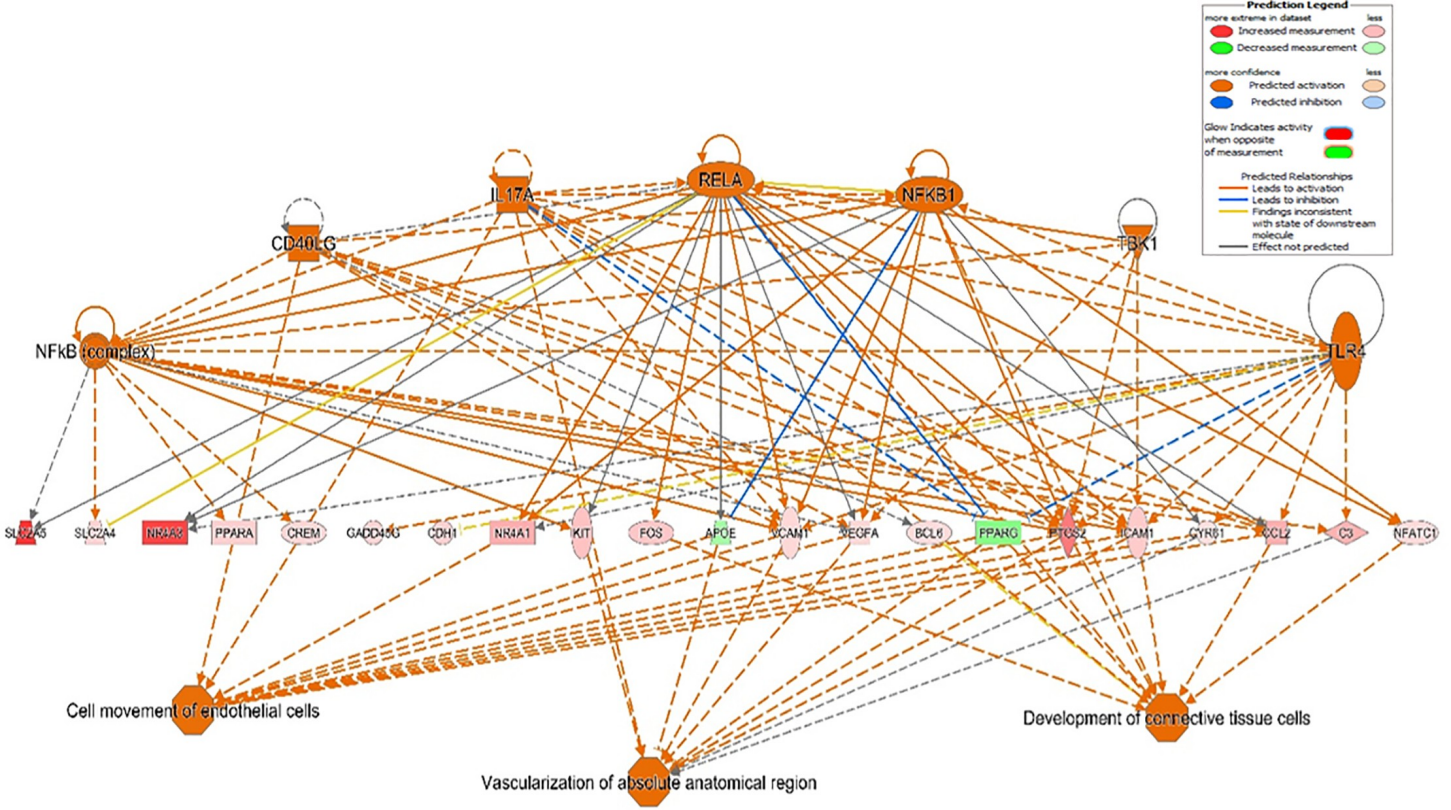
Top-scoring network of regulatory effects in crossbred fetuses. *Upper tier*: upstream regulators predicted to be activated (orange color). *Middle tier*: genes with altered expression in response to activation of upstream regulators (red = upregulation in crossbred; green = downregulation in crossbred). The shapes of the nodes reflect the functional class of each gene product: horizontal ellipse, transcriptional regulator; vertical ellipse, transmembrane receptor; vertical rhombus, enzyme; square, cytokine/growth factor; inverted triangle, kinase; and circle, complex/group/other. Direct interactions are represented by solid lines, while indirect interactions are represented by dashed lines. Orange lines lead to activation, while blue lines lead to inhibition. *Lower tier*: expected phenotypic consequences of gene expression changes based on data in the Ingenuity Knowledge Base (absolute z-score > 2 and *p*-value < 0.05). The octagonal symbol defines function.

#### Effects of fetal weight on muscle transcriptome

We analyzed the effect of fetal weight separately in Iberian and crossbred fetuses due to the strong influence of genotype. The effect of fetal weight was slightly stronger in crossbred fetuses, with 60 DE genes between LBW and HBW individuals, while purebred LBW and HBW individuals differed in 35 DE genes (*q*-value < 0.05 and FC > 1.3, **S7 Table**). Of the 60 DE in crossbred fetuses, 52 were overexpressed in LBW fetuses (FC = 1.7–61) and 8 in HBW fetuses (FC = 2–13). Crossbred LBW fetuses showed upregulation of genes related to protein homodimerization activity (*ALAS2*), lipid and glucose metabolic processes (*APOD*), regulation of circadian rhythm (*NOCT*) and immunity (*GADD45A*, *GADD45B*, *IGFN1*), while HBW fetuses showed upregulation of genes related to skeletal system development (*COL9A2*) and regulation of bone mineralization (*MATN1*).

Apoliprotein D (*APOD*) is a member of the lipocalin superfamily containing lipid‐binding proteins such as fatty acid‐binding protein (*FABP*), retinol‐binding protein (*RBP*), and apolipoprotein M (*APOM*) [73]. *APOD* has multiple roles in lipid metabolism, embryogenesis, aging, and the central nervous system [74], and it is also involved in the conversion of HDL to LDL. Upregulation of *APOD* is consistent with our observation of higher plasma LDL levels in crossbred LBW fetuses than in HBW.

The circadian clock is important for regulating body temperature, blood pressure, and energy homeostasis [75]. Loss of circadian regulators such as *NOCT* has been reported to confer resistance to obesity induced by a high-fat diet. Upregulation of *NOCT* in LBW fetuses may therefore be associated with an increased predisposition to metabolic disease in adulthood, as we have observed in previous studies [48].

Growth arrest and DNA-damage-inducible protein 45 alpha gene (*GADD45A*) is a candidate regulator controlling Quantitative trait loci (QTL) for backfat thickness and intramuscular fat [76]. Both *GADD45A* and its paralog *GADD45B* are expressed in postmitotic adipocytes [77] and play a key role in active DNA demethylation during the differentiation of adipose-derived mesenchymal stem cells [78], as well as in the response to oxidative stress during pregnancy. Upregulation of *GADD45A* and *GADD45B* in LBW fetuses is consistent with IUGR, which causes oxidative stress and reduces antioxidant defense capacity [79]. Oxidative stress may also predispose animals to metabolic and cardiovascular diseases in adulthood.

Crossbred LBW fetuses showed lower expression of *COL9A2* and MATN1 compared to HBW fetuses, which are related to extracellular matrix structure and area of the *longissimus dorsi* muscle in pigs [80]. Genotype has previously been reported to affect *COL9A2* and *MATN1* expression in a study of purebred Iberian and crossbred Iberian x Duroc pigs in the postnatal stages [21]. We did not observe any effect of fetal genotype on *COL9A2* or *MATN1*, but fetal weight did have an effect on these genes in crossbred and Iberian fetuses (see below). 

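By genotype, COL9A2 had 1.15 ± 3.71 FPKM in crossbred and 0.783 ± 1.84 FPKM in Iberian fetuses (SD, n = 16 each), with an adjusted p of 0.94 from limma. MATN1 had 1.56 ± 5.29 FPKM and 0.897 ± 2.63 FPKM, with an adjusted p of 0.97. Fetus 1417F1L held 81.5% of the crossbred total of COL9A2 and 85.7% of that of MATN1. Fetus 1404F1L held 59.9% and 74.6% of the Iberian totals. The log2 fold change of COL9A2 went from -0.08 to 0.13 without 1404F1L, and that of MATN1 from 0.04 to -0.27 without 1417F1L.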

Our results suggest that *COL9A2* and *MATN1* have important roles in muscle development at different developmental stages and in different genotypes, and that lower expression of these genes may indicate reduced muscle development in LBW fetuses.

Functional analysis of the 60 DE genes differing between crossbred LBW and HBW fetuses identified 32 enriched pathways (**S8 Table**). The most representative pathways were related to immunity (*GADD45 Signaling*, *IL-6 Signaling*, *IL-17A Signaling in fibroblasts or IL-12 Signaling*, and *Production in macrophages*). Although the direction of activation could not be predicted, all the DE genes in these pathways were overexpressed in LBW fetuses. Serum cytokines involved in innate immunity (TNF-α and IL-1β) have also been reported to be reduced in LBW piglets [81]. Women with IUGR pregnancies have higher levels of the pro-inflammatory cytokines IL-6, TNFα, and IL-12 than women with normal pregnancies.

A total of 500 diseases and biological functions were enriched in DE genes between LBW and HBW crossbred fetuses (*p* < 0.01, **S9 Table).** Of these, 82 were assigned an activation z-score and 5 were assigned a predicted activation state.

Functional analysis of DE genes showing higher expression in crossbred HBW fetuses showed enrichment of functions such as *Cell viability*, *Cell cycle progression* and *Size of body*, while crossbred LBW fetuses showed enrichment of functions such as *Inflammation of organ*, *Organismal death*, *Inflammatory response* and *Quantity of T lymphocytes*. A regulatory network related to *Skeletal and muscular system development and function* was also predicted. Skeletal and muscular system development (myogenesis) has been covered in several reviews [82–83]. Restricting maternal feeding is also known to decrease muscle fiber number and myonuclear number in rats [84] and guinea pigs [85]. In our study, all individuals were nutritionally restricted. Our results suggest that myogenic molecular processes are altered in LBW fetuses already during prenatal development.

Analysis of regulators identified 600 potential upstream regulators (*p* = 1.36E-07 to 4.92E-02), of which 7 were also DE. The most significant upstream regulators (*p* < 0.001) are shown in **Table 2**.

**Table 2:** Top potential upstream regulators of transcriptional differences between crossbred LBW and HBW fetuses.

Upstream Regulator	Expression Log Ratio	Molecule Type	Predicted Activation State	Activation z-score*	*p*-value of overlap	Target molecules in dataset
**CREM**		transcription regulator	Inhibited	-2.216	1.36E-07	CEBPB,FOS,GADD45B,NFIL3,NR4A1,PER1
**PDGF BB**		complex	Inhibited	-2.447	1.51E-07	ADM,CEBPB,FOS,GADD45A,NFIL3,NR4A1
**NR3C1**		ligand-dependent nuclear receptor		-0.152	3.77E-07	ADM,CEBPB,FOS,GADD45A,GADD45B,ISG15,NFIL3,PER1, PIM3, VCAM1
**Akt**		group	Inhibited	-2.216	4.79E-07	ADM,ANKRD1,CEBPB,FOS,NFIL3,VCAM1
**IKBKB**		kinase		-1.964	5.21E-07	ANKRD1,CEBPB,FOS,ISG15,MGP,NOCT,VCAM1
**CREB1**		transcription regulator	Inhibited	-2.401	8.04E-07	CEBPB,FOS,GADD45B,NFIL3,NR4A1,PER1
**RELA**		transcription regulator		-1.698	1.06E-06	ANKRD1,CEBPB,FOS,ISG15,NR4A1,TUBB3,VCAM1
**IL1B**		cytokine	Inhibited	-2.113	1.61E-06	CEBPB,FOS,ISG15,NFIL3,NOCT,NR4A1,STMN2,VCAM1
**Pkc(s)**		group		-0.73	5.59E-06	ADM,FOS,GADD45A,GADD45B,PER1
**IKBKG**		kinase	Inhibited	-2.177	6.29E-06	CEBPB,FOS,ISG15,MGP,NOCT
**ATF4**		transcription regulator	Inhibited	-2.2	7.06E-06	ANKRD1,CEBPB,EIF4EBP1,GADD45A,NUPR1
**UCP1**		transporter	Inhibited	-2.219	7.34E-06	ANKRD1,EIF4EBP1,GADD45A,MYH4,NUPR1
**TNF**		cytokine	Inhibited	-2.533	8.54E-06	ADM,CEBPB,FOS,GADD45A,ISG15,MAFF,MGP,NOCT,THBS2, VCAM1
**CHUK**		kinase	Inhibited	-2.213	1.09E-05	CEBPB,FOS,ISG15,MGP,NOCT
**CEBPB**	-1.146	transcription regulator			2.81E-05	CEBPB,FOS,GADD45A,HBB,NUPR1,TUBB3
**VCAN**		other		1.982	1.13E-04	ADM,C4A/C4B,CEBPB,VCAM1
**CTNNB1**		transcription regulator	Inhibited	-2.219	1.14E-04	APOD,C2orf40,F13A1,GADD45B,NR4A1,PRSS35,VCAM1
**IGF1**		growth factor		-0.737	1.22E-04	ADM,FOS,GADD45A,NR4A1,TUBB3
**IL17A**		cytokine		-1.96	1.45E-04	CEBPB,GADD45A,ISG15,VCAM1
**STAT3**		transcription regulator		-0.651	1.54E-04	ADM,ALAS2,CEBPB,FOS,GADD45A,ISG15
**AHR**		ligand-dependent nuclear receptor		0.988	3.48E-04	ADM,COL11A1,FOS,GADD45A,ITGBL1
**SMARCA4**		transcription regulator		0.371	7.06E-04	FOS,GADD45A,GADD45B,HBB,MAFF,MGP
**TREM1**		transmembrane receptor		-1	7.10E-04	CEBPB,GADD45B,ISG15,MAFF
**ADM**	-1.410	other			7.20E-04	ADM,FOS
**CG**		complex		-1.236	7.25E-04	ADM,CEBPB,COL11A1,NR4A1,STC1
**NFIL3**	-0.988	transcription regulator			7.99E-04	GADD45A,GADD45B
**PRL**		cytokine		0	9.05E-04	ISG15,MGP,NUPR1,PIM3
**MAPK1**		kinase		1	2.61E-03	FOS,HBB,ISG15,NUPR1
**IL4**		cytokine		-0.382	2.75E-03	FOS,ISG15,NFIL3,NOCT,VCAM1
**MYC**		transcription regulator		0.64	2.80E-03	ADM,GADD45A,GADD45B,MGP,THBS2,VCAM1
**FOXO1**		transcription regulator		-1.969	4.10E-03	FOS,GADD45A,GADD45B,VCAM1
**FOS**	-1.029	transcription regulator			4.83E-03	FOS,NFIL3,NR4A1,VCAM1
**CEBPA**		transcription regulator		0.152	5.60E-03	CEBPB,FOS,ISG15,NFIL3
**TGFB1**		growth factor		-1.387	8.87E-03	ADM,ANKRD1,FOS,ITGBL1,NUPR1
**PPARA**		ligand-dependent nuclear receptor		0.152	1.01E-02	CEBPB,FOS,PAQR7,VCAM1
**HBB**	-1.914	transporter			1.87E-02	VCAM1
**IFNG**		cytokine	Inhibited	-2.099	2.04E-02	ADM,C4A/C4B,CEBPB,ISG15,VCAM1
**NUPR1**	-1.165	transcription regulator	Inhibited	-2	2.09E-02	ADM,CEBPB,GADD45A,NFIL3
**NR4A1**	-1.625	ligand-dependent nuclear receptor			2.24E-02	ADM,APOD

HBW, high body weight fetus; LBW, low body weight fetus

*Indicates the activation state of predicted transcriptional regulators based on experimentally observed gene expression and the literature. It allows prediction of the direction of regulation (i.e. activating or inhibiting).

In crossbred LBW fetuses, regulators related to low-grade inflammation (such as *IL1B* and *TNF*) were activated (**Fig 6**), while regulators related to cell growth and differentiation (such as *VCAN* or *AHR*) were inhibited. These observations are consistent with the developmental phenotypes in LBW and HBW fetuses.

**Fig 6:**
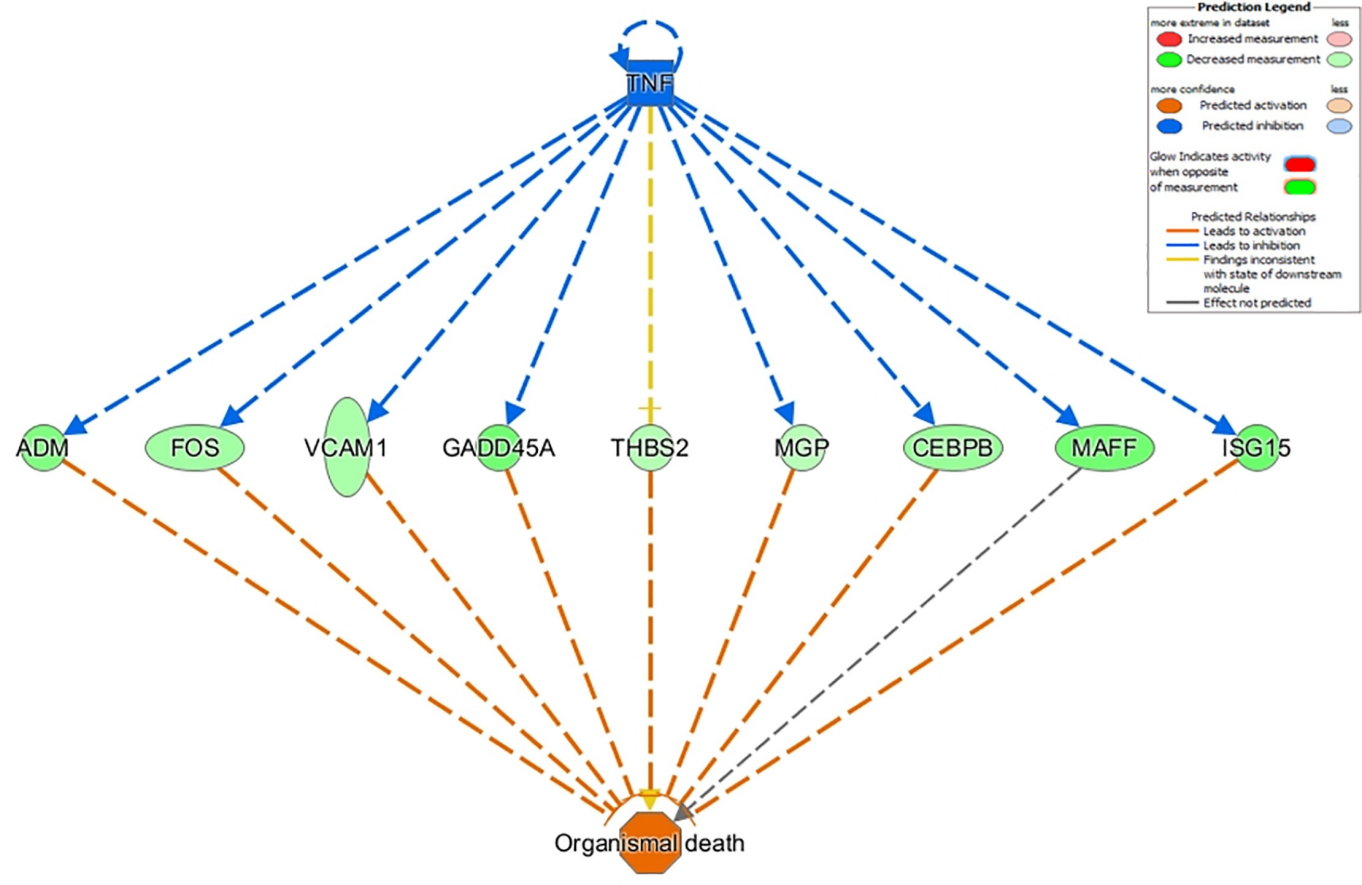
Top-scoring regulator effects network activated in crossbred LBW fetuses. *Upper tier*: one upstream regulator is predicted to be activated (blue). *Middle tier*: gene expression changes in response to activation of upstream regulators (green = upregulated in small fetuses). The shapes of the nodes reflect the functional class of each gene product: horizontal ellipse, transcriptional regulator; vertical ellipse, transmembrane receptor; and circle, complex/group/other. Direct interactions are represented by solid lines, while indirect interactions are represented by dashed lines. Orange lines lead to activation. *Lower tier*: expected phenotypic consequences of gene expression changes based on data in the Ingenuity Knowledge Base (absolute z-score > 2 and *p* < 0.05). The octagonal symbol defines function.

Fetal body weight had a smaller effect on gene expression in Iberian fetuses (35 DE genes) than crossbred fetuses (60 DE genes). In the Iberian genotype, there were more upregulated genes in HBW fetuses (32 DE genes) than in LBW fetuses (3 DE genes), while the opposite was observed in the crossbreed genotype (8 *vs*. 52 DE genes). When we compared the weight effect on the transcriptome we detected only 7 DE genes in common between the Iberian and crossbreed genotypes. Of these, 4 genes (*FOS*, *MGP*, *AHSP*, *SLC4A1*) showed evidences of genotype*weight interaction effects because they were upregulated in LBW fetuses for the crossbreed genotype, but in the Iberian genotype they were upregulated in HBW fetuses. These results may reflect the similarity in body weight and length between Iberian HBW and crossbred LBW fetuses in terms of phenotypic traits, which are phenotypically the closest groups with regards to several morphometry data **(Table 1**).

In addition to downregulating genes related to growth (*COL9A2*, *MATN1*, and *MATN4*), Iberian LBW fetuses also showed reduced expression of *FOS*, which is a regulator of cell proliferation, differentiation, and transformation and is related to diverse stimulus response [86]; and reduced expression of genes involved in carbohydrate and lipid metabolic processes or adipogenesis (*PLIN1*, *CIDEC*, *LPL*, *DGAT2*, *CEBPA*, *PCK1* or *ADIPOQ*). Expression of these genes was also affected by fetal genotype, with higher expression in Iberian than crossbred fetuses, as explained before (**S2 Table**). This increased expression may have contributed to more reliable measurement of gene expression in Iberian fetuses thus allowing the detection of DE between Iberian HBW and LBW fetuses.

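By genotype over all weights, CIDEC, a lipid droplet gene, had 1.04 ± 1.46 FPKM in Iberian and 0.314 ± 0.177 FPKM in crossbred fetuses (SD, n = 16 each), a log2 fold change of -0.57 (standard error 0.25, adjusted p = 0.22 from limma). Fetus 1417F3L held 34.8% of the Iberian total of CIDEC. LPL, lipoprotein lipase, had 49.2 ± 37.4 FPKM in Iberian and 39.3 ± 22.8 FPKM in crossbred fetuses (SD, n = 16 each), with medians of 33.0 and 33.9 FPKM. Its log2 fold change was -0.20 (standard error 0.27, adjusted p = 0.74 from limma). Neither gene was called.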

Among these DE genes, downregulated in Iberian LBW animals, Perilipin-1 (*PLIN1*) is a key gene for porcine adipogenesis, and is closely related to the accumulation of intramuscular fat [87]. LBW Iberian fetuses also exhibited downregulation of *CIDEC*, which has been linked to adipocyte differentiation and metabolic disorders in humans [88], and which downregulates AMPKα and promotes adipogenesis [89]. Lipoprotein lipase (*LPL*) was also downregulated in LBW Iberian fetuses. Insulin is a well-known regulator of *LPL* [90], and *LPL* activity and triglyceride levels are related and are linked with the risk of cardiovascular and cerebrovascular diseases [91]. In agreement with these findings, we found that LBW Iberian fetuses had reduced total cholesterol, LDL-cholesterol and fructosamine, and a non-significant trend towards increased triglycerides (*p* = 0.08). Previous studies reported that fetal genotype and weight did not affect intramuscular fat [45], but this may have been due to the early stage of fetal development assayed. Studies from our group have found that Iberian piglets have higher intramuscular fat than crossbred Duroc x Iberian piglets at weaning [20, 36], and that HBW Duroc x Iberian neonates have higher intramuscular fat than LBW neonates [48]. In agreement, our results suggest upregulation of adipogenesis pathways in Iberian HBW fetuses (see below).

Functional analysis of DE genes in LBW versus HBW Iberian fetuses identified 31 enriched pathways (**S8 Table**). In Iberian HBW fetuses, these included pathways related to lipid metabolism (*Adipogenesis*, *Glucocorticoid receptor signaling* and *Triacylglycerol degradation)*. Increased expression of fat deposition genes in Iberian pigs may affect detection of significant effects due to body weight. Functional analysis also identified 489 diseases and biological functions differing between HBW and LBW Iberian fetuses (*p* < 0.01), of which 32 were assigned an activation z-score and 6 were assigned a predicted activation state (**S10 Table**). The most significant disease detected was *Metabolic disease*, including *Dysglycemia*, *Glucose metabolism disorder* and *Insulin resistance*. All these were enriched in Iberian HBW fetuses, despite the fact that biochemical analysis did not reveal statistically significant differences in glucose between LBW and HBW fetuses. Biological functions such as *Size of body*, *Quantity of adipose tissue*, *Accumulation of lipid*, *Quantity of connective tissue* and *Synthesis of lipid* were enriched in Iberian HBW fetuses. Regulator analysis identified 623 potential upstream regulators (*p* = 5.93E-11 to 4.92E-02) that may explain the differences in expression patterns between LBW and HBW Iberian fetuses; of these, 7 were also DE genes. The main regulatory network identified involved *PPARG*, which was upregulated in Iberian HBW fetuses and related to functions such as *Accumulation of lipid*, *Dysglycemia* and *Quantity of adipose tissue* (**Fig 7**).

**Fig 7:**
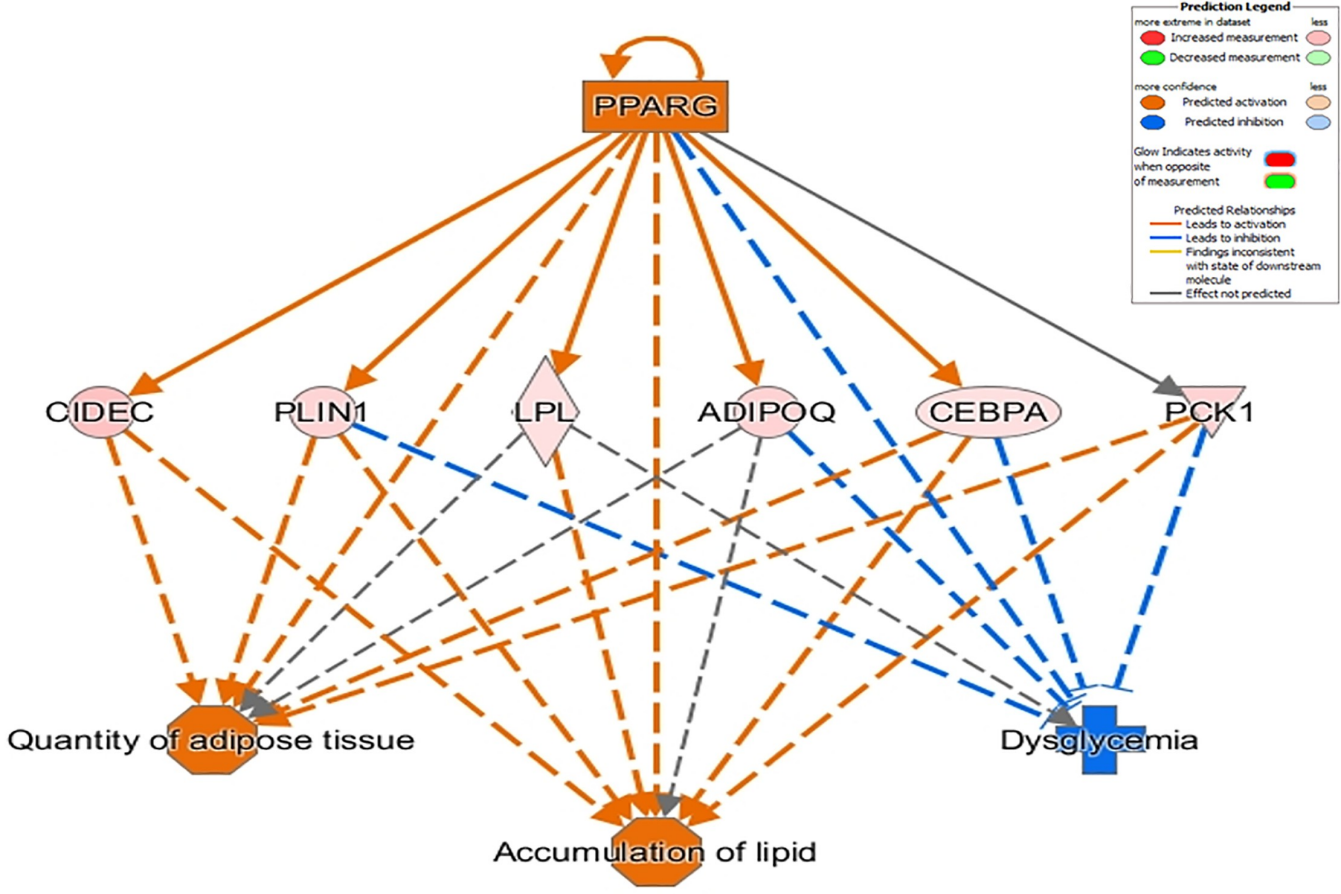
Top-scoring network of regulator effects activated in Iberian HBW fetuses. *Upper tier*: one upstream regulator is predicted to be activated (orange). *Middle tier*: gene expression changes in response to activation of upstream regulators (red = upregulated in large fetuses). The shapes of the nodes reflect the functional class of each gene product: horizontal ellipse, transcriptional regulator; vertical rhombus, enzyme; inverted triangle, kinase; and circle, complex/group/other. Direct interactions are represented by solid lines, while indirect interactions are represented by dashed lines. Orange lines lead to activation, while blue lines lead to inhibition. *Lower tier*: expected phenotypic consequences of gene expression changes based on data in the Ingenuity Knowledge Base (absolute z-score > 2 and p < 0.05). The octagonal symbol defines function.

In summary, combined analysis of fetal weight in crossbred and Iberian fetuses indicates that crossbred HBW fetuses activate pathways involved in development, viability, survival and growth-related functions, while Iberian HBW fetuses activate lipid accumulation processes. This may indicate an early trend for myogenesis in crossbred HBW fetuses and adipogenesis in Iberian HBW fetuses. This would be consistent with differences between the two breeds in how much they tend to develop muscle or adipose tissue. In contrast, crossbred LBW fetuses show upregulation of the immune system and inflammatory response, while purebred LBW fetuses do not. We speculate that this finding may be related to a response of small crossbred fetuses to an Iberian maternal environment.

#### Effect of fetal sex on the muscle transcriptome

We evaluated the effect of fetal sex separately in each genotype. 

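Each sex comparison set 8 females against 8 males of 1 genotype. The Y-linked genes TMSB4Y, DDX3Y, EIF1AY, UTY and KDM5D were called higher in males in both genotypes. TMSB4Y had 94.7 ± 21.7 FPKM in Iberian males and 0.0236 ± 0.0352 FPKM in Iberian females (SD, n = 8 each). In crossbred fetuses it had 75.7 ± 9.44 FPKM in males and 0.102 ± 0.120 FPKM in females.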

Only 39 DE genes were identified in crossbred fetuses (FC = 1.9–2,142) and 33 DE genes in Iberian fetuses (FC = 1.7–298, **S11 Table**). 

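In Iberian fetuses 4 genes were higher in females and 15 in males. With the sow as a fixed block these counts were 1 and 15. In crossbred fetuses 6 were higher in females and 15 in males. In crossbred fetuses 33 genes were called with the sow as a fixed block, and 1017 with the sow as a random effect (315 higher in females and 702 in males). With only loci that carry a gene symbol, 7 and 6 genes were called. TXLNG, a gene on the X chromosome, had 2.24 ± 0.163 FPKM in Iberian females and 1.48 ± 0.111 FPKM in Iberian males (SD, n = 8 each), a log2 fold change of 0.47 (adjusted p = 0.0040 from limma). TXLNG had an adjusted p of 0.18 with the sow as a block.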

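The number of genes called in both sex comparisons was 18, in limma fits on the Iberian and on the crossbred fetuses. Besides KDM6A and XIST, the genes named by a symbol among them are the Y-linked TMSB4Y, DDX3Y, EIF1AY, UTY and KDM5D. In simulated data of this size, a fold of 2 was recovered for 76% of changed genes in the Iberian comparison and for 92% in the crossbred comparison. The simulated errors were normal and independent, without litters or outlying fetuses. Changes were set only at loci with a mean over 1 FPKM, so recovery in the real data can be lower.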

Eight DE genes were common to both genotypes. Interestingly, we observed potential qualitative interactions for genotype*sex in 5 of the 8 common DE genes (*COL9A2*, *COL9A1*, *LAT/SPNS1*, *CNMD* and *ENSSSCG00000040243*). These genes were upregulated in Iberian male fetuses and crossbred female fetuses. 

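COL9A2 had 1.38 ± 2.54 FPKM in Iberian males and 0.189 ± 0.0934 FPKM in Iberian females (SD, n = 8 each), with medians of 0.164 and 0.171 FPKM. In crossbred fetuses it had 2.14 ± 5.22 FPKM in females and 0.163 ± 0.0988 FPKM in males, with medians of 0.151 and 0.159 FPKM. Fetus 1404F1L held 68.1% of the Iberian male total and fetus 1417F1L 87.7% of the crossbred female total. The same 2 fetuses had the highest values of COL9A1 and CNMD in these groups. The group medians of COL9A1 lay on the side of the means in both genotypes. Those of CNMD did so in Iberian but not in crossbred fetuses. For the merged locus of LAT and SPNS1, fetus 1404F5L held 92.5% of the Iberian male total and fetus 1340F8L 90.7% of the crossbred female total. Its log2 difference between the sexes changed sign without 1404F5L in Iberian and without 1340F8L in crossbred fetuses. For ENSSSCG00000040243 the shares were 89.5% in 1404F1L and 65.2% in 1340F9L. The difference of the sex effect between genotypes was 1.46 log2 units for COL9A2, 1.87 for COL9A1, 0.55 for LAT and SPNS1, 1.07 for CNMD and 1.44 for ENSSSCG00000040243, and the interaction term of limma called none of them (adjusted p from 0.83 to 0.92). In simulated data of this size this term recovered a fold of 2 for 58% and a fold of 3 for 80% of changed genes. Its lack of calls therefore does not exclude an interaction. The smallest p of this term belonged to ADAP2, SLCO1A2, CCND2, PDS5A and EMC2, each with an adjusted p of 0.83. CCND2 has a second locus at a higher level that was not called (log2 difference 0.00025).

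**Figure D4:**
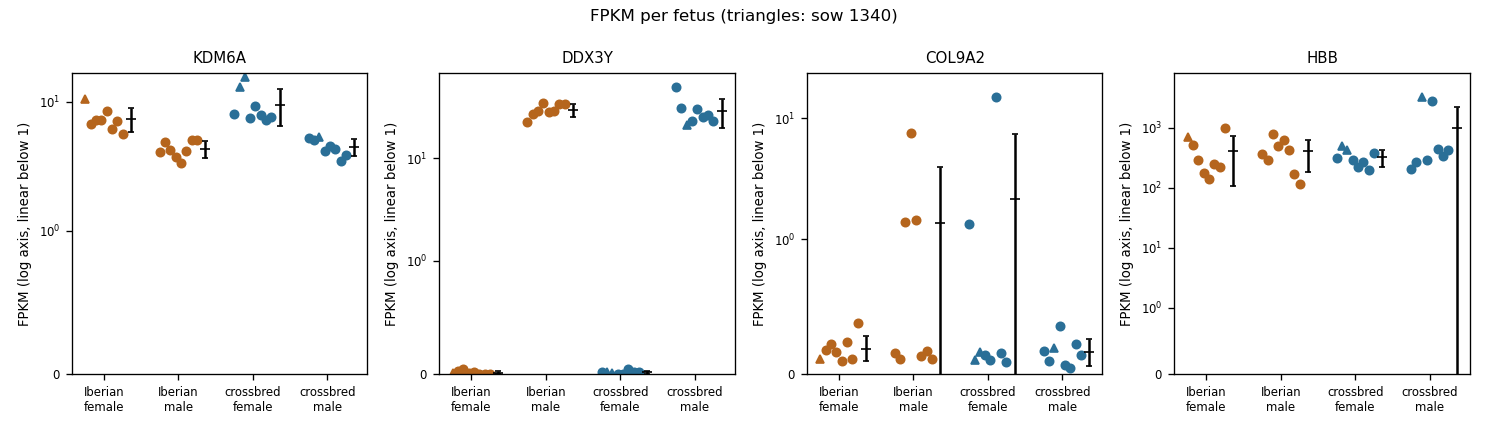
FPKM of KDM6A, DDX3Y, COL9A2 and HBB per fetus in the 4 groups of 8 fetuses, on a log axis that is linear below 1. Points are fetuses, triangles are those of sow 1340, and the bars give the mean and SD; COL9A2 had a median of 0.164 FPKM in Iberian males and 0.151 FPKM in crossbred females.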

*COL9A2* and *COL9A1* are associated with body length, depth, and width in pigs [81]. This intriguing result should be investigated further.

Lysine demethylase 6A (*KDM6A*) showed higher expression in female than in male fetuses, independently of genotype. 

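KDM6A had 7.40 ± 1.52 FPKM in Iberian females and 4.34 ± 0.635 FPKM in Iberian males (SD, n = 8 each), a log2 fold change of 0.70 (standard error 0.12, adjusted p = 0.012 from limma). In crossbred fetuses it had 9.54 ± 3.07 FPKM in females and 4.51 ± 0.686 FPKM in males, a log2 fold change of 0.96 (standard error 0.15, adjusted p = 0.0067). In both genotypes every female exceeded every male. With the sow as a block the adjusted p was 0.55 in Iberian and 0.00083 in crossbred fetuses. DDX3X and USP9X, other genes that escape X inactivation, had higher means in females of both genotypes and were not called. The paper proposes that the escape of KDM6A from X inactivation may explain its higher expression in females.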

*KDM6A* is a lysine-specific histone H3 demethylase that controls tissue-specific expression of genes involved in development and the cell cycle [92–93]. In humans, *KDM6A* is an X-linked gene and haploinsufficiency is thought to cause hyperinsulinism in Turner syndrome [94]. However, we did not find any difference in plasma glucose levels between male and female fetuses. *KDM6A* is one of the known genes escaping X inactivation [95], which may explain its higher expression in females.

In the case of crossbreed male fetuses, expression of male-specific genes such as *EIF1AY* or *DDX3Y*, linked to chromosome Y, was found. These genes are located in the A-Zoospermia Factor (AZF) locus, which is associated with spermatogenesis [96]. 

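In crossbred males EIF1AY had 17.1 ± 5.07 FPKM (SD, n = 8) and DDX3Y had 28.6 ± 8.94 FPKM (SD, n = 8). EIF1AY was listed at 0 in all 8 crossbred females, and DDX3Y did not exceed 0.046 FPKM in them. The adjusted p was 2.2e-14 for EIF1AY and 3.6e-15 for DDX3Y from limma.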

AZF encodes the non-recombining region of the human Y chromosome, suggesting sex-specific expression of these genes. Interestingly, *EIF1AY* and *DDX3Y* are expressed in blood cells that encode human male-specific minor histocompatibility antigens. None of these antigens showed significant differential expression, but there was a trend towards significance (*p*< 0.001 and q = 0.09) in Iberian fetuses for *DDX3Y* gene.

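In Iberian males DDX3Y had 29.7 ± 4.21 FPKM (SD, n = 8) and ranged from 22.4 to 34.8 FPKM. In Iberian females its highest value was 0.0434 FPKM. The log2 fold change, females over males with 0.5 FPKM added, was -5.86 (standard error 0.09, adjusted p = 3.5e-18 from limma).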

Crossbred female fetuses exhibited downregulation of *DMTN*, *ALAS2*, *SLC4A1*, *AHSP* and *HBB*. 

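HBB, a haemoglobin chain, had 997 ± 1246 FPKM in crossbred males and 324 ± 104 FPKM in crossbred females (SD, n = 8 each), with medians of 381 and 302 FPKM. Its log2 fold change was -0.84 (standard error 0.52, adjusted p = 0.42 from limma). DMTN, ALAS2, SLC4A1 and AHSP had log2 fold changes of -0.68, -0.58, -0.22 and -0.80, and none was called. Fetus 1340F5L held 40.0% of the male total of HBB, 38.9% of that of DMTN, 48.5% of that of ALAS2, 75.8% of that of SLC4A1 and 40.3% of that of AHSP. In 1412F2L, the next highest male in HBB, the values were 2819 FPKM for HBB, 2.54 FPKM for DMTN, 47.4 FPKM for ALAS2, 0.678 FPKM for SLC4A1 and 14.1 FPKM for AHSP, against 3191, 4.75, 83.8, 4.80 and 18.6 FPKM in 1340F5L.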

Dematin (*DMTN*) helps maintain the cytoskeleton but in addition, disruption of dematin causes precipitous loss of erythrocyte membrane stability and severe hemolytic anemia [97]. *HBB* regulates nitric oxide biosynthesis, and its synthetase *ALAS2* was also downregulated in crossbred female fetuses. Mutations in *ALAS2* are known to cause X-linked sideroblastic anemia [98]. In support of this, downregulation of *AHSP* is related to erythrocyte differentiation, hemoglobin metabolic process, hemopoiesis, protein folding, and stabilization.

In agreement with these results, functional analysis of genes differentially expressed between crossbred female or male fetuses revealed pathways in *Tetrapyrrole Biosynthesis II* and *Heme Biosynthesis II*, which are critical for the oxygen-carrying capacity of erythrocytes. Functional analysis also predicted 138 biological functions and diseases affected by fetal sex (*p* < 0.01). Four of 5 molecules in the disease *Anemia* (*ALAS2*, *DMTN*, *HBB*, *SLC4A1* and *TUBB3*) were downregulated in crossbred female fetuses.

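TUBB3 had 0.485 ± 0.966 FPKM in crossbred males and 0.138 ± 0.0491 FPKM in crossbred females (SD, n = 8 each), with 74.0% of the male total in fetus 1340F5L. It lay below the expression filter and was not tested. Of 12 tested erythroid genes 10 were lower in crossbred females on average, none was called, and ANK1 had the smallest p with a log2 fold change of -0.47. Adjusted over the list alone, 1 gene was lower.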

Regulator analysis identified 114 transcription factors that could be responsible for differential gene expression between crossbred male and female fetuses, with the transcription factors *GATA1* (*p* = 6.17E-08) and *KLF1* (*p* = 3.08E-04) being the most significant. The top regulatory transcription factors affected by fetal sex are shown in **Table 3**. *GATA1* is a master regulator that controls cellular growth and death [99] and regulates transcription of erythroid and megakaryocytic-expressed genes [100]. On the other hand, *KLF1* controls almost all aspects of erythroid cell development and maturation [101]. *GATA1* and *KLF1* independently regulate heme biosynthesis. Our results may mean that crossbred female fetuses have worse hematological system development and function than male fetuses.

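The erythroid list had an adjusted p of 0.34 from fry in the crossbred sex comparison, with a mean log2 fold change of -0.39, females over males. In the median over its 12 tested genes the difference was -0.43 log2 units, and 10 of the 12 genes had higher values in males. The means over the 13 erythroid genes that passed the filter by genotype in 1340F5L and 1412F2L lay 1.52 and 0.985 log2 units above the average of all fetuses, those of the other 6 males between -0.291 and 0.139, and those of the 8 females between -0.383 and 0.204.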

**Table 3:** Top potential upstream regulators of transcriptional differences between Iberian LBW and HBW fetuses.

Upstream Regulator	Expression Log Ratio	Molecule Type	Predicted Activation State	Activation z-score*	*p*-value of overlap	Target molecules in dataset
**IRS2**		enzyme		0.243	3.28E-10	CEBPA,FOS,LPL,PCK1,THRSP
**NCOA2**		transcription regulator		1.067	2.72E-09	ADIPOQ,CEBPA,MMP13,PCK1,PLIN1
**N-cor**		group	Inhibited	-2.236	3.48E-08	ADIPOQ,CIDEC,MMP13,PCK1,PLIN1
**ADIPOQ**	1.364	other		-0.858	6.27E-08	ADIPOQ,CD163,CEBPA,LPL,PCK1
**IRS1**		enzyme		1.136	1.32E-07	ADIPOQ,CEBPA,FOS,LPL,PCK1
**LIPE**		enzyme		1.982	1.38E-07	ADIPOQ,CEBPA,FOS,PCK1,THRSP
**PPARA**		ligand-dependent nuclear receptor		0.242	1.51E-07	ADIPOQ,CEBPA,CIDEC,FOS,LPL,PCK1,PLIN1
**TNF**		cytokine		0.367	1.76E-06	ADIPOQ,CD163,CEBPA,FOS,LPL,MGP,MMP13,PLIN1
**SREBF1**		transcription regulator		0	2.02E-06	ADIPOQ,CEBPA,PCK1,PNPLA3,THRSP
**PPARG**		ligand-dependent nuclear receptor	Activated	2.223	2.47E-06	ADIPOQ,CEBPA,CIDEC,LPL,PCK1,PLIN1
**INS**		other		0.506	8.66E-06	CIDEC,FOS,LPL,PCK1
**SIRT1**		transcription regulator		-0.152	1.24E-05	ADIPOQ,MMP13,NELL2,PCK1,PNPLA3
**CEBPA**	0.844	transcription regulator			2.62E-05	ADIPOQ,CEBPA,DGAT2,FOS,PCK1
**NR3C1**		ligand-dependent nuclear receptor		1.033	3.23E-05	CEBPA,CIDEC,DGAT2,FOS,MMP13,PCK1
**ERK1/2**		group		-0.06	5.44E-05	ADIPOQ,CEBPA,FOS,MMP13
**P38 MAPK**		group		1.985	7.76E-05	CEBPA,FOS,MMP13,PCK1
**CIDEC**	1.884	other			4.09E-04	DGAT2,PLIN1
**IFNG**		cytokine		-1.187	1.06E-03	ADIPOQ,CD163,CEBPA,MMP13,PCK1
**MATN1**	2.718	other			1.07E-03	MATN4
**TGFB1**		growth factor		0.244	3.78E-03	ADIPOQ,CD163,FOS,MMP13
**FOS**	0.666	transcription regulator			4.96E-03	FOS,LPL,MMP13
**PLIN1**	1.33	other			1.60E-02	CIDEC
**LPL**	0.833	enzyme			3.69E-02	ADIPOQ
**TP53**		transcription regulator		-0.283	4.37E-02	CEBPA,FOS,MATN4,MMP13

* Indicates the activation state of predicted transcriptional regulators based on experimentally observed gene expression and existing literature. This allows prediction of the direction of regulation (activation or inhibition).

Female Iberian fetuses showed downregulation of genes associated with growth, such as *CNMD*, *COL9A2*, *COL9A1*, *MATN1*, and *MMP13*, as well as downregulation of fetuin-A (*AHSG*) and its paralog fetuin-B (*FETUB*). Both are adipokines/hepatokines secreted by the liver, but recent work suggests they are also co-expressed in placenta [102]. 

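MMP13, a collagenase of growing bone, had 3.41 ± 7.99 FPKM in Iberian males and 0.0404 ± 0.0393 FPKM in Iberian females (SD, n = 8 each), with medians of 0.0404 and 0.0413 FPKM. Fetus 1404F5L held 83.9% of the male total. MATN1 had 1.69 ± 3.66 FPKM in Iberian males and 0.106 ± 0.0754 FPKM in Iberian females (SD, n = 8 each), with 79.3% of the male total in fetus 1404F1L. The median of MATN1 was also higher in males. AHSG, which encodes fetuin-A, had 29.7 ± 39.5 FPKM in males and 4.64 ± 4.84 FPKM in females (SD, n = 8 each), with medians of 2.79 and 2.84 FPKM. FETUB had medians of 1.34 FPKM in males and 0.633 FPKM in females. None of these genes was called (adjusted p = 0.9999 from limma).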

Increased fetuin-A levels are associated with insulin resistance in type 2 diabetes [103], but this effect seems to occur only in females [104]. Downregulation of fetuin-A and fetuin-B may be a strategy to protect against insulin resistance in female Iberian fetuses. Functional analysis identified 18 pathways affected by fetal sex in the Iberian genotype (**S12 Table**). The top canonical pathway was *FXR/RXR Activation* (*p* = 1.82E-06). The 4 DE genes in this canonical pathway (*TTR*, *TF*, *AHSG*, and *FETUB*) were downregulated in female Iberian fetuses. 

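TTR had 0.948 ± 1.11 FPKM in Iberian males and 0.246 ± 0.115 FPKM in Iberian females (SD, n = 8 each), with medians of 0.195 and 0.242 FPKM. TF had 6.93 ± 9.07 FPKM in males and 1.51 ± 1.29 FPKM in females (SD, n = 8 each), with medians of 0.882 and 0.971 FPKM. All 19 tested hepatocyte genes were lower in Iberian females on average, none was called, and the list had an adjusted p of 0.70 from fry. The means over the 16 hepatocyte genes that passed the filter by genotype in the males 1404F1L, 1404F5L and 1410F3L lay 2.05, 2.24 and 2.11 log2 units above the average of all fetuses, those of the other 5 males between -1.085 and -0.033, and those of the 8 females between -1.054 and 0.407. Among crossbred fetuses the mean of this list reached 2.20 in the female 1417F1L and 2.31 in the male 1412F2L, so high values were not confined to Iberian males. ALB, a plasma protein made by the liver, had 5.24 ± 5.37 FPKM in Iberian males and 1.80 ± 0.920 FPKM in Iberian females (SD, n = 8 each). The paper proposes that lower expression of both fetuins may protect female Iberian fetuses against insulin resistance.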

The farnesoid X receptor (FXR) is a member of the nuclear family of receptors and plays a crucial role in numerous metabolic processes. Along with retinol X receptor (RXR), FXR regulates bile acid levels in lipoprotein, lipid and glucose metabolism [105]. Activation of the FXR/RXR heterodimer by bile acids can decrease HDL and increase LDL plasma cholesterol levels, and decrease gluconeogenesis [105]. However, we did not observe any difference in cholesterol or glucose metabolism between male and female Iberian fetuses. We have previously reported that female Iberian fetuses have lower HDL levels and higher glucose levels than male Iberian fetuses at gestational day 62 [49]. These findings may mean that the *FXR/RXR Activation* pathway is affected by fetal sex, with preferential activation in males. Further studies with more individuals will be required to confirm these results.

Functional analysis identified 147 biological functions and diseases affected by fetal sex in the Iberian genotype (*p* < 0.01). Most of these were related to growth (*Connective Tissue Disorders*, *Developmental Disorder*, *Hereditary Disorder*, *Organismal Injury and Abnormalities*, *Skeletal and Muscular Disorders)*, consistent with the results of DE gene analysis.

Regulator analysis identified 119 transcription factors affected by fetal sex in the Iberian genotype. Of these, 10 were also identified as transcription factors in the crossbreed genotype (including *EPO* and *ITGA1*).

## Conclusion

Our findings show that genotype has a strong effect on the muscle transcriptome at a very early developmental stage and with an experimental design that reduced confounding maternal and environmental influences, but increases intra-group variability, due to selection of animals with extreme body weight values. We identified a large panel of transcriptional regulators that may drive the molecular pathways leading to developmental differences between genotypes. Genotype primarily affected biological functions and pathways related to muscle growth and lipid metabolism. Transcriptional differences between LBW and HBW individuals also differed between genotypes, with crossbred HBW animals showing upregulation of muscle development and survival-related functions, while Iberian HBW animals showed upregulation of lipid accumulation and adipogenesis-related functions. Although the sex effect was modest, our findings suggest that female crossbred fetuses have impaired hematological development and function and that female Iberian fetuses may employ a strategy to protect against insulin resistance.

## Supporting information

S1 Table Gene information, primer pairs and efficiency of genes used for quantitative real-time PCR validation.

S2 Table Correlation between RNA sequencing and quantitative PCR.

S3 Table Genes differentially expressed between Iberian and crossbred fetuses (q-value ≤ 0.05 and fold-change ≥ 1.3).

S4 Table Pathways enriched in genes differentially expressed between Iberian and crossbred fetuses (q-value ≤ 0.05 and fold-change ≥ 1.3). *Ratio*: number of differentially expressed (DE) genes in a pathway divided by the total number of genes in the same pathway. *z-score*: activation state of predicted transcriptional regulators based on experimentally observed gene expression and the literature. This allows prediction of the direction of activation (activation or inhibition).
(XLSX)

S5 Table Biological functions enriched in genes differentially expressed between Iberian and crossbred fetuses (p<0.0001). *Activation z-score*: Predicted activation status of biological function; the higher the value, the more activated the function is predicted to be. *Molecules*: number of molecules associated with the predicted biological function.
(XLSX)

S6 Table Potential upstream regulators affecting gene expression in Iberian and crossbred fetuses. *z-score: indicates the activation state of predicted transcriptional regulators based on experimentally observed gene expression and on the literature. This allows prediction of the direction of activation (activation or inhibition).
(XLSX)

S7 Table Genes differentially expressed between LBW and HBW fetuses with Iberian or crossbred genotypes (q-value ≤ 0.05 and fold-change ≥ 1.3). LBW = low body weight fetuses, HBW = high body weight fetuses, IBxIB = Iberian genotype, IBxLW = crossbred (Iberian x Large White).
(XLSX)

S8 Table Pathways enriched in genes differentially expressed between LBW and HBW fetuses with Iberian or crossbred genotypes (q-value ≤ 0.05 and fold-change ≥ 1.3). *Ratio*: number of differentially expressed (DE) genes in a pathway divided by the total number of genes in the same pathway. *Molecules*: number of molecules associated with the predicted biological function.
(XLSX)

S9 Table Biological functions enriched in genes differentially expressed between LBW and HBW crossbred fetuses (p-value < 0.01). *Activation z-score*: Predicted activation status of biological function; the higher the value, the more activated the function is predicted to be. *Molecules*: number of molecules associated with the predicted biological function.
(XLSX)

S10 Table Biological functions enriched in genes differentially expressed between LBW and HBW Iberian fetuses (p-value < 0.01). *Activation z-score*: Predicted activation status of biological function; the higher the value, the more activated the function is predicted to be. *Molecules*: number of molecules associated with the predicted biological function.
(XLSX)

S11 Table Genes differentially expressed between female and male Iberian and crossbred fetuses (q-value ≤ 0.05 and fold-change ≥ 1.3).

S12 Table Pathways enriched in genes diffferentially expressed between female and male fetuses with Iberian or crossbred genotypes (q-value ≤ 0.05 and fold-change ≥ 1.3). *Ratio*: number of differentially expressed (DE) genes in a pathway divided by the total number of genes in the same pathway.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

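RNA from the longissimus dorsi muscle of 32 pig fetuses at day 77 of gestation was sequenced by the authors. The submitters' notes state quality trimming with Trim Galore, alignment to Sscrofa11.1 with TopHat2 version 2.1.0 and Bowtie2 version 2.2.7.0, and assembly and quantification with Cufflinks version 2.2.1 and Cuffdiff. The paper gives another Bowtie2 version. The deposited table holds FPKM for 30413 loci and 32 libraries, and every library column was mapped to a fetus through its label. The sow was read from the first 4 digits of the fetus name; no label states this in words, and every value given by sow or litter rests on it.

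Read counts were not analysed here. The depth relative to other libraries was estimated from the most frequent ratio of the lowest FPKM values of each pair of libraries, and 98.79% of the 496 pairs lay within the limit set for this estimate. It ranged from 0.678 to 1.426 times the geometric mean, so small FPKM values cannot be given a counting interval. In 2 libraries (1340F5L and 1410F6L) the values carry more than 6 significant digits. A locus of 26 bases reached 8331530 FPKM in 1 library, so sums of FPKM were not used for scaling. Loci were matched by gene symbol, 1000 of 8039 Ensembl numbers received a symbol from the reference table, and 11 loci carry a spreadsheet date as a name. Of 693 list genes 42 had no locus and 2 were matched by another name.

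Values were analysed as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3 (moderated test with a trend), for loci with a mean over 0.5 FPKM in at least 1 group compared. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold of at least 1.3, without the fold minimum for the interaction. The comparisons were 16 crossbred against 16 Iberian fetuses, 8 females against 8 males within each genotype, and the difference of the sex effect between genotypes. Gene lists with at least 5 tested genes were tested with fry, with Benjamini-Hochberg adjustment within a comparison. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statmod 1.5.0 and matplotlib 3.10.9.

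The lists, the alternatives and the rule for naming genes were set before the data were examined, although the values of the paper's tables had been seen. Named are every gene the paper names for these comparisons, the 10 called genes (5 for sex) with the largest change per direction among loci with a symbol and medians in that direction, the members of a described list with the smallest p, and the 5 symbols with the smallest interaction p. PDGFRA, KDR and USP9X outside this rule were named after their values were seen. XIST was set for the check of the sex labels.

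The alternatives were pseudocounts of 0.1 and 1, no filter, a filter at 1 FPKM, median-of-ratios rescaling, the sow number as a block or as a random effect, robust variances, a Storey q, loci with a symbol only, a sex covariate, a Wilcoxon test, no fold minimum, sows with both genotypes only, camera for the lists, and leaving out each library. Settings that left out sow 1340 or groups of named libraries, and the means with 2 libraries counted 2 times, were added after seeing the data. The tests of explanations other than the splits of the libraries were also set after related values had been seen. The adipocyte covariate test was first run on 7 genes (median -0.221) and then on all 10 that the paper names, and the rule that a bound must be passed by more than its spread was added after that first run. The test of a lower share of muscle fibres was first made on group means, and then on slopes over the Iberian fetuses with the rule that 1 other cell type list is enough to argue against it. This rule was set after a first run that asked it of all 4 lists and could not decide, because of the fibroblasts without 2 fetuses. The macrophage list was added later. The test of a sex difference in the cartilage, liver and blood genes replaced one that left out the fetuses highest in these genes. The fits were tested on simulated data: with 50 changed genes at each fold, 22% were recovered at a fold of 1.3 and 96% at a fold of 2 in the genotype comparison, with 7 unchanged genes called. The simulated errors were normal and independent between fetuses, without litters. A call needs an estimated fold of at least 1.3, which limits recovery at a true fold of 1.3.

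Fetal weight could not be analysed because no label gives the weight category of a fetus. The qPCR was not analysed here; the paper's S2 Table gives it as fold changes, p-values and correlations per gene.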

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

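The tests of explanations in this part were chosen only after related values had been seen, apart from the splits of the libraries. The genes named in the sex comparisons were looked at in each group of 8 fetuses. In 19 of 58 such sets of values (1 gene in 1 group), 1 fetus lay far from the others, in 10 libraries. The limit is set so that chance puts about 1 in 20 sets of normally distributed values past it, which skewed FPKM values of genes from shared libraries need not follow. Many of these genes were named for a large difference of means, which 1 outlying fetus can make, so the count is not a test against that share. In Iberian males fetus 1404F1L stood apart for COL9A2 (7.50 FPKM), COL9A1 (17.6 FPKM), CNMD (7.79 FPKM), MATN1 (10.7 FPKM) and ENSSSCG00000040243 (18.5 FPKM), and fetus 1404F5L for MMP13 (22.8 FPKM) and LAT (1330 FPKM). In Iberian females 1410F1L stood apart for LAT (754 FPKM) and 1417F3L for CNMD (0.835 FPKM). In crossbred females 1417F1L stood apart for COL9A2 (15.0 FPKM), COL9A1 (41.5 FPKM) and CNMD (13.6 FPKM), 1340F8L for LAT (971 FPKM) and 1340F9L for ENSSSCG00000040243 (22.9 FPKM). In crossbred males 1340F5L stood apart for SLC4A1 (4.80 FPKM) and TUBB3 (2.87 FPKM), 1401F1L for CNMD (0.800 FPKM), and 1338F2L for DDX3Y (49.0 FPKM) and UTY (4.23 FPKM).

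Few fetuses held a large part of the totals of the cartilage, liver and blood genes that the paper names by sex. For 10 of 16 values of these genes by genotype, the group medians lay on the side of the means. In 4 of 4 cases (liver and cartilage in Iberian, cartilage and blood in crossbred) the library highest in these genes was among the 2 highest in other markers of the tissue. Tissue carried over in single samples is therefore a candidate explanation. The levels of the other markers in 1404F1L and 1417F1L (cartilage), 1404F5L (liver) and 1340F5L (erythroid cells) lay 1.53, 1.90, 1.65 and 0.958 log2 units above the median. Over 16 values (each of these genes in each genotype for which the paper names it) the median difference between the group medians of the sexes was 0.161 log2 units on the side of the means (95% bootstrap interval over fetuses -0.126 to 1.18), against 0.774 for the group means, so a sex difference shared by most fetuses cannot be told apart from carry-over with 8 fetuses per group.

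Genes of FOXO signalling, atrophy and autophagy had a mean log2 fold change of 0.264 over all fetuses, and 21 of 22 were higher in crossbred fetuses. Without the 4 fetuses of sow 1340 the mean was 0.00457 (95% confidence interval -0.099 to 0.108), which is consistent with a state of the litter of sow 1340. A genotype effect in every litter is argued against by the mean of -0.0366 (95% confidence interval -0.149 to 0.0757) with the sow in the model and without sow 1340, and the crossbred fetuses had the higher mean in 2 of the 5 sows with both genotypes. The 1 Iberian fetus of sow 1340 lay 0.905 below its 3 crossbred littermates, so a genotype effect within this litter stays open. This Iberian fetus (1340F7L) still lay 0.548 log2 units above the average of all fetuses. The highest fetus of the other sows, 1412F2L, lay 0.134 above it.

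The adipocyte list had a mean log2 fold change of -0.564, and those of endothelium, fibroblasts, smooth muscle, Schwann cells and macrophages had -0.0655 (95% confidence interval -0.203 to 0.0721), -0.109 (-0.39 to 0.173), -0.0262 (-0.208 to 0.156), 0.0383 (-0.158 to 0.234) and -0.199 (-0.552 to 0.154). With the mean of 17 other adipocyte genes as a covariate, the median effect of the 10 genes the paper names changed from -0.983 to -0.152 (bootstrap SD 0.0616), which is consistent with a different number of adipocytes in the sample, although genes regulated together would give the same result. A lower share of muscle fibres that raises every other cell type alike is argued against: over the 16 Iberian fetuses the lists of smooth muscle, Schwann cells and endothelium had slopes of -0.00602 (95% confidence interval -0.163 to 0.15), 0.0115 (-0.147 to 0.17) and 0.172 (0.076 to 0.267) on the adipocyte list, with upper bounds under 0.5 also without the 2 fetuses farthest from its median (1417F3L and 1404F2L). Macrophages moved with the adipocyte list (slope 0.423, 0.208 to 0.637). Fibroblasts had a slope of 0.15 (-0.116 to 0.416), or 0.376 (0.125 to 0.627) without these 2 fetuses. A change in these cell types together with adipocytes therefore stays open. A lower fibre share that does not raise every other cell type alike stays open too. The list was lower in the crossbred fetuses of 3 of the 5 sows with both genotypes, and the sow-adjusted effect of -0.597 has a confidence interval from -1.21 to 0.0171, so a genotype effect in every litter is neither excluded nor shown.

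Whether chance can be excluded was tested with 100 splits of the libraries. For genotype the real split called 227 genes, 1 of 100 splits called as many (the real one), and the highest other called 2, so chance is excluded at this number of splits. These splits ignore the litter; with the sow as a block the real split called 48 genes, and of 100 splits that exchanged the genotypes within sows 1 called as many (the real one) and the highest other called 1. For sex the real splits called 19 and 21 genes, reached by 3 and 2 of 100 splits that ignore the litter. Both shares lie under 0.05, but 100 splits fix them only roughly, so chance is not firmly excluded by this count. The sex-linked genes matched the labelled sex in every fetus, which this count does not measure. With the sow as a block 16 and 33 genes were called, reached by 3 and 1 of 100 splits that exchanged the sexes within sows, and the highest others called 1116 and 2. Without the block the highest other splits called 1487 genes in Iberian and 1556 in crossbred fetuses, which points to a structure of the samples other than sex. For the interaction 0 genes were called, a number that all 100 splits reach by construction (the highest other called 174), so the splits say nothing about chance there.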

How the results depend on the processing

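The settings without sow 1340 and without groups of named libraries were chosen after seeing the data. The genotype comparison called 227 genes, and between 160 and 338 under most alternatives. It called 48 with the sow as a fixed block, 100 with only loci that carry a symbol (fewer loci tested), 126 without the 4 fetuses of sow 1340 and 41 without 1404F1L, 1404F2L, 1410F5L and 1417F3L. Leaving out 1 library gave 132 (1404F2L) to 339 (1338F3L) genes, and 145 without 1401F8L, 146 without 1404F1L, 133 without 1410F5L and 134 without 1417F3L. Sex in Iberian called 19 genes, 7 with symbols only, and 19 to 20 when 1 library was left out. Sex in crossbred called 21 genes, 33 with the sow as a fixed block, 1017 with the sow as a random effect, 6 with symbols only, and 18 to 25 when 1 library was left out. The interaction called 0 genes in limma under every alternative run, leave-one-out included (0 to 0). In its main fit 850 of 17345 loci had an unadjusted p under 0.05, close to the share that chance alone gives. Except for symbols only, the cause of these changes was not tested.

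Apart from the lists of genes the paper names, 2 gene lists passed for genotype (myogenic regulators and epidermis), 0 with camera at an estimated correlation and 0 with the sow block. Without sow 1340 2 passed in fry, the interferon and the adipogenesis list (adjusted p = 0.0447 for both), while myogenic regulators and epidermis had 0.056. Camera and the sow block were not run without sow 1340. In both sex comparisons 2 passed, the X-linked and the Y-linked genes, and in crossbred fetuses 6 with the sow block, which added sarcomere (0.0186), mitochondrial (0.0186), epidermis (0.0186) and smooth muscle genes (0.0331).

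Of 85 named values, 65 kept their direction and side of the threshold with the sow block, 19 were no longer past it and 1 reversed. A value called in neither fit counts as kept, so the 19 were lost from the called values only. Among the named loci with the largest changes by genotype, only KIT, ARSE, DAPP1 and TMEM135 stayed called. All 85 kept both under rescaling. Reversed values were those of COL9A2 by genotype (leave-one-out range -0.359 to 0.133, the highest without 1404F1L), MATN1 by genotype (-0.267 to 0.294, the lowest without 1417F1L), LAT by sex in Iberian (0.0106 with the sow block; -0.786 to 0.712, the highest without 1404F5L) and LAT by sex in crossbred (-0.298 to 0.621, the lowest without 1340F8L). None of these was called in any of these settings.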

Differences from the paper's values

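Of the paper's 645 genes by genotype (the paper's count), 633 were tested here. All 633 had the paper's direction, 96 were called and 442 had an unadjusted p under 0.05 from limma. The group medians lay on the paper's side for 554 of the 633. The paper chose these genes on the same fetuses, so the shared direction and the unadjusted p are not independent evidence. The count here was 227 at the paper's filter, fold and 0.05 threshold, with limma and Benjamini-Hochberg in place of Cuffdiff and its q. Over the alternatives set before the data were examined it ranged from 48 to 339, and none came within 1.5 times of the paper's count. For genes higher in crossbred fetuses the paper gives 460 and the count here was 142 (29 to 203 over the same alternatives, none within 1.5 times). For genes higher in Iberian fetuses the paper gives 185 and the count here was 85. It came within 1.5 times with rescaling (133), the Storey q (143), sows with both genotypes only (141), and without 1338F3L (136), 1410F2L (141), 1410F3L (131) or 1417F6L (127), and not under the others.

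For sex in Iberian fetuses the paper gives 33 genes and the count here was 19, with 7 to 21 over the alternatives. For sex in crossbred fetuses the paper gives 39 and the count here was 21; with the sow as a fixed block it was 33, within 1.5 times, and the others were not. The paper gives 8 genes common to both, and 18 were called in both here; with loci that carry a symbol only it was 6, within 1.5 times, and the others were not. Of the paper's 33 and 39 genes, 7 and 12 were called here.

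Of 31 genes the paper names for genotype, TBL1X alone was called here. The others it calls had its direction and did not pass. In limma APOE passed in sows with both genotypes only (adjusted p = 0.049) and LEPR without 1417F7L (adjusted p = 0.0488). By qPCR of the same fetuses the paper found the difference for APOE, PPARG, ADIPOQ, PLIN1 and TRIM63, and not for FOS and INSR. The paper names IGF1 among the genes higher in crossbred fetuses, while its own table does not hold it, and the log2 fold change of IGF1 here was -0.22. The paper also places LPL higher in Iberian fetuses, while its table does not hold it; here its mean was higher there (adjusted p = 0.74 from limma) and its median lower (33.0 against 33.9 FPKM). By the ratio of group medians FOS (-0.00686 log2 units) and VEGFA (-0.119) were lower in crossbred fetuses.

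The paper reports no significance but a trend for DDX3Y in Iberian fetuses, while here its adjusted p was 3.5e-18 from limma. Of 13 genes it names for sex in Iberian and 13 tested in crossbred fetuses, those called here were KDM6A and DDX3Y, and KDM6A, EIF1AY and DDX3Y. The paper places COL9A2, COL9A1, LAT, CNMD and ENSSSCG00000040243 higher in Iberian males and crossbred females; the means here lay on those sides, none was called, and the medians went the other way for COL9A2 (0.0559 in Iberian, -0.0717 in crossbred), LAT (0.0477 and -0.346), CNMD (-0.332 in crossbred) and ENSSSCG00000040243 (0.162 in Iberian), in log2 units of females over males. In Iberian fetuses the medians of MMP13 (0.033), AHSG (0.0295), TTR (0.31) and TF (0.137) were higher in females, against the paper's direction.

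The ratios of means of TBL1X (744 here, 799 in the paper) and IBSP (188 here, 163 in the paper) lay within 1.5 times. With 1340F5L and 1410F6L counted 2 times, a setting chosen after seeing the values, they were 799 and 163, and the group means of all 643 crossbred and 640 Iberian values above 0.01 FPKM in the paper's table matched within 0.001 log2 units. That setting gives means and calls no genes. Under it the log2 ratio to the paper's means by sex had a median of -0.047 (SD 0.0034) over 26 Iberian female values. Over 38 crossbred male values the median was 0.047 (SD 0.0017). These means thus matched only up to a nearly constant factor. With equal weights for all libraries the SDs were 0.11 and 0.23.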

Other observations

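Deviations from the group means had a mean correlation of 0.06 between fetuses of 1 sow and -0.044 between fetuses of different sows (difference 0.105, one-sided permutation p = 0.001, the smallest that 1000 permutations can give). The correlation was 0.343 within sow 1340 and between -0.028 (1410) and 0.095 (1401) within each of the other 6 sows. The first 3 principal components held 14.7%, 13.1% and 9.56% of the variance.

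Within sow 1340 the 3 crossbred fetuses exceeded their Iberian littermate by 1.42 log2 units in the mean of the glucocorticoid-induced genes and by 1.03 in that of the hypoxia and glycolysis genes. This littermate, 1340F7L, still exceeded every fetus of the other sows in both means (0.583 and 0.374 log2 units above the average of all fetuses). In the other 4 sows with both genotypes the glucocorticoid difference ranged from -0.387 to -0.121, and that of the hypoxia and glycolysis genes from -0.379 (1338) to 0.304 (1417). Of the genes the paper places higher in crossbred fetuses, 451 were tested; 389 had their highest crossbred value in a fetus of sow 1340, and their median log2 fold change was 0.466 over all fetuses and 0.234 without this sow. Of the 182 tested genes it places higher in Iberian fetuses, 114 had their highest Iberian value in 1417F3L.

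The gene lists not given elsewhere did not pass in the genotype comparison with fry. Adjusted p was 0.61 for glucocorticoid-induced genes, 0.31 for hypoxia and glycolysis genes (26 of 26 higher in crossbred, and 18 of 26 without sow 1340), 0.93 for immediate early genes, 0.74 for heat shock genes, 0.93 for ribosomal proteins, 0.93 for mitochondrial genes, 0.80 for cell cycle genes and 0.43 for interferon-stimulated genes. It was 0.44 for erythroid cells, 0.93 for cartilage, 0.43 for bone, 0.93 for hepatocytes, 0.44 for macrophages, 0.33 for endothelium, 0.60 for fibroblasts, 0.72 for smooth muscle and 0.74 for Schwann cells. The epidermis list (5 tested genes) passed in fry with an adjusted p of 0.0431. Its adjusted p was 0.81 in camera, which compares a list with all other genes at an estimated correlation. With the sow as a block in fry its adjusted p was 0.39. KRT5, at a merged locus with KRT3 and KRT8, was called higher in crossbred fetuses, as was TFRC of the erythroid list. By sex, the Y-linked list passed in Iberian (adjusted p = 5.5e-17) and crossbred fetuses (7.6e-16), as did the list of X-linked genes that escape inactivation (4.5e-09 and 2.3e-11).

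The Y locus of TBL1X was above 0.5 FPKM in the crossbred females 1340F9L (0.806 FPKM), 1417F1L (1.04 FPKM) and 1417F9L (1.14 FPKM), while EIF1AY was listed at 0 in each of them.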
